# Functional genomics of acclimation and adaptation in response to thermal stress in *Daphnia*

**DOI:** 10.1186/1471-2164-15-859

**Published:** 2014-10-04

**Authors:** Lev Y Yampolsky, Erliang Zeng, Jacqueline Lopez, Patricia J Williams, Kenneth B Dick, John K Colbourne, Michael E Pfrender

**Keywords:** Gene expression, Thermal tolerance, Temperature, Plasticity, GxE, Metabolic compensation, Canalization

## Abstract

**Background:**

Gene expression regulation is one of the fundamental mechanisms of phenotypic plasticity and is expected to respond to selection in conditions favoring phenotypic response. The observation that many organisms increase their stress tolerance after acclimation to moderate levels of stress is an example of plasticity which has been long hypothesized to be based on adaptive changes in gene expression. We report genome-wide patterns of gene expression in two heat-tolerant and two heat-sensitive parthenogenetic clones of the zooplankton crustacean *Daphnia pulex* exposed for three generations to either optimal (18°C) or substressful (28°C) temperature.

**Results:**

A large number of genes responded to temperature and many demonstrated a significant genotype-by-environment (GxE) interaction. Among genes with a significant GxE there were approximately equally frequent instances of canalization, i.e. stronger plasticity in heat-sensitive than in heat-tolerant clones, and of enhancement of plasticity along the evolutionary vector toward heat tolerance. The strongest response observed is the across-the-board down-regulation of a variety of genes occurring in heat-tolerant, but not in heat-sensitive clones. This response is particularly obvious among genes involved in core metabolic pathways and those responsible for transcription, translation and DNA repair.

**Conclusions:**

The observed down-regulation of metabolism, consistent with previous findings in yeast and *Drosophila*, may reflect a general compensatory stress response. The associated down-regulation of DNA repair pathways potentially creates a trade-off between short-term benefits of survival at high temperature and long-term costs of accelerated mutation accumulation.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/1471-2164-15-859) contains supplementary material, which is available to authorized users.

## Background

Organisms respond to environmental changes by adjusting their physiology, biochemistry, behavior, and sometimes, morphology. The ability of a single genotype to generate a variety of phenotypes in response to environmental changes is termed phenotypic plasticity and the resulting increase of tolerance to stressful levels of environmental parameters is known as acclimation. One of the central goals in the study of adaptive phenotypic plasticity has been the analysis of reaction norms in ancestral and evolved populations [1–3]. In the postgenomic era such analysis is a necessary condition for answering one of the major emerging questions in evolutionary and ecological genomics: are the genes involved in plastic responses the same as those underlying adaptive differentiation [4]? Using the emerging model organism *Daphnia,* we address this question by analyzing the differential expression patterns of heat-tolerant and heat-sensitive genotypes that have been acclimated to either optimal or stressfully high temperature.

One fundamental molecular mechanism of phenotypic plasticity acclimation is up- or down-regulation of the expression of individual genes to meet the organism’s needs prescribed by the changing environment [5, 6]. Phenotypic plasticity is easy to observe but difficult to interpret. In particular, it can be difficult to untangle plasticity and adaptation, as adaptation may be achieved by the evolution of plasticity rather than by the evolution of a constitutive tolerance mechanism.

A further complication is that it may be difficult to demonstrate that phenotypic plasticity at the level of gene regulation is causative of higher fitness in the inducing environment. Correlated patterns of expression due to regulatory or developmental constraints [1, 7] may cause cascades of genes to respond in a concordant manner, seemingly to match the environmental demand. For example, among the large number of genes responding to early exposure to ethanol in *Drosophila* embryos [8] there are genes that are likely downstream responses to ethanol presence and thus non-adaptive in the sense of increased ethanol tolerance. Similarly, if genes respond to the same transcriptional regulators with the causative, adaptively plastic genes, the correlated response will make it difficult to single out the causative genes. In cases where a small number of candidate genes are implicated in adaptive plastic responses it is possible to employ direct gene-specific manipulative fitness-measuring approaches. However, when a significant portion of the genome responds to a specific environmental cue testing the fitness effect of each instance of differential expression becomes impractical. Validating the relationship between regulatory plasticity and adaptive value is particularly difficult in non-model systems lacking well-established reverse genetic approaches. In addition, the lack of functional annotations for many genes in non-model species complicates establishing the relationship between genes and phenotypes.

One plausible approach is the measurement of gene expression rates in a common-garden experiment in which stress-tolerant and stress-sensitive genotypes are exposed to the same level of stress. While this approach is still subject to the difficulties caused by correlated responses it allows the identification of groups of co-regulated genes whose regulation is likely to be adaptive. Expression responses to the environment observed in stress-tolerant, but not stress-sensitive genotypes, are likely to represent an evolved mechanism rather than be a product of a regulatory constraint. Likewise, genes that are plastic in sensitive genotypes, but constitutive in tolerant ones, are likely to demonstrate adaptive elimination of misadaptive environmental response, i.e., canalization. Surprisingly, such common-garden experiments are scarce both in model [8–10] and non-model organisms [11, 12]. To the best of our knowledge, here we report the first study of transcriptome response to temperature in *Daphnia*, a classic model for studies of phenotypic plasticity, and the first such study in the context of heat tolerance.

Facing stressful environmental conditions an organism can respond either by minimizing damage, by reducing demand/increasing efficiency of the consumption of resources related to stress-tolerance, or by escaping the stressful environments. Investigations of the plasticity of heat tolerance in aquatic ectotherms have provided examples of all these response mechanisms. For example, thermal damage can be minimized by the chaperoning activity of heat shock proteins [13] or by activation of P450 cytochromes, recently implicated in a variety of heat-tolerance responses, possibly through their involvement in oxidative stress metabolic pathways [14, 15]. Organisms in stressful low or high temperature environments can also implement membrane restructuring to achieve sufficient membrane fluidity at low temperatures without sacrificing structural stability, or suffering too much ion leakage at high temperatures [16, 17]. Transcriptional responses of some of these specific heat response genes will be reported elsewhere (in preparation); here we will focus on genome-wide patterns of response.

In aquatic organisms high-temperature tolerance is often constrained by the mismatch between metabolic oxygen demand and oxygen availability. Indeed, metabolic demands typically increase exponentially with temperature, while oxygen availability is reduced by the lower solubility of oxygen in water at higher temperatures [18–21]. Numerous aquatic ectotherms are known to respond to elevated temperature by over expressing haemoglobins, which allows them to more efficiently transport and store oxygen [21–24]. In *Daphnia* haemoglobins are particularly interesting since they likely play a role in protecting tissues from oxidative damage [21] and are known to be co-expressed with the male-inducing hormonal pathway. The production of males and a transition to sexual reproduction is a possible mechanism to escape unfavorably high temperatures through shifting the reproductive effort to sexually produced diapausing eggs [25].

Another well-documented response of a variety of aquatic organisms to the dilemma posed by metabolic oxygen demand is temperature-induced metabolic compensation [26–28]. This compensatory response is characterized by the across-the-board reduction of metabolic activity at temperatures close to the upper tolerance limit. The protein-level mechanisms of this plastic response have attracted a great deal of attention [29], while comparable data on transcriptional response to temperature indicative of the metabolic compensation response are scarce [9, 30].

In this paper we ask the following questions:

1) What is the generalized transcriptome response in *Daphnia* to long-term exposure to near-lethal temperature? 2) Are specific metabolic pathways up- or down-regulated during such acclimation? If so, can these pathways be identified as transcriptional manifestations of known temperature acclimation mechanisms such as metabolic compensation? 3) Are the observed patterns of gene regulation different in a small sample of temperature-sensitive vs. temperature-resistant genotypes? and 4) For genes showing a significant genotype-by-environment interaction, is the magnitude of differential expression in response to temperature greater or less in heat-tolerant or heat-sensitive genotypes? If differential expression is adaptive, and if local adaptation occurs through evolution of plasticity, we expect to observe an increase in plasticity in heat-tolerant compared to heat-sensitive genotypes. An adaptive expansion of plasticity is often described as the initial phase of the Baldwin effect [31, 32]. Conversely, greater plasticity in heat-sensitive compared to heat-tolerant genotypes would be indicative of canalization playing a role in adaptive changes in gene regulation.

To summarize, we are reporting a genome-wide analysis of evolutionary patterns of transcriptional response during acclimation to high temperature in *Daphnia*, an emerging model system for ecological genomics.

## Results

### Methodology overview

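The expression data came from 24 RNA samples of whole adult females, 3 biological replicates of each of 4 clones acclimated to 18°C and to 28°C. Clones B and K are the Southern, heat-tolerant genotypes, and clones C and E are the Northern, heat-sensitive genotypes. The samples were compared on 36 dual-colour NimbleGen arrays in a loop design, 12 arrays for each of 3 replicate sets, so that each RNA sample was hybridized to 3 arrays. Of the 36 arrays, 12 held both temperatures of 1 clone, and the others held 2 clones at 1 temperature. The paper gives 3 replicates of each hybridization with 1 dye-swap, whereas the series record gives 4 with 2 dye-swaps, and 3 are present. Each array file gives a log ratio of the 2 dyes for each of 134558 probes of 60 bases, of which 80142 lie in 29544 gene models (3 probes for 20772 of them) and 54416 in transcriptionally active regions outside them. Neither the base of the logarithm nor the normalization is stated, so the ratios were taken as log2, a choice that scales every fold change given here and changes no p-value. The paper states that signals were quantile normalized, summarized by RMA and tested with LIMMA and an analysis of variance. The files hold no signal intensities, so those steps could not be repeated. Expressed genes could not be told from unexpressed ones either, and the paper states that it used no such filter. From the ratios, the probes of each gene were combined by median polish, a value for each of the 24 samples was obtained by least squares within its replicate set, and limma was fitted with terms for clone, temperature within region and replicate set. The median standard error of a log2 fold change was 0.131 in the Southern and 0.126 in the Northern clones. A gene counts as higher or lower where its p-value, adjusted over all gene models, is under 0.05, and it is named by its gene model and by the scaffold and span of its probes.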

We analyzed the transcriptional profiles of four *Daphnia* genotypes, previously classified as either “heat tolerant” or “heat sensitive”, at two temperatures using microarray technology. For each gene the difference in mean expression between the two temperatures is a proxy for the phenotypic plasticity of this gene’s expression. The difference in the mean expression levels observed in heat tolerant and heat sensitive genotypes is, with reservations, a proxy for the constitutive adaptation of a gene’s expression level. Expression values were obtained for 29212 protein-coding genes annotated in the *Daphnia pulex* genome. No filtering for genes with expression level significantly higher than the background was employed to keep multiple test corrections conservative. A False Discovery Rate (FDR [33]) cut-off of 0.05 was used throughout the analysis. Functional gene annotations, including memberships in clusters of eukaryotic orthologous groups (KOGs [34]; see Methods for details), a widely used orthology-based functional classification were obtained from the *Daphnia* genome database (wfleabase.org).

### Overall response to temperature

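A globin, a histone deacetylase, a zinc finger protein and a GTP-binding protein were among the genes that fell at 28°C over all 4 clones, while a sugar transferase, digestive enzymes and a histone H2B rose. The globin JGI_V11_99923, of the family of oxygen-binding haem proteins (scaffold 13, probes from 923762 to 924271), had a log2 fold change of -1.48 (standard error 0.26, adjusted p = 7.0e-04) and was lower in 12 of 12 pairs of samples, while another of that family, JGI_V11_41289, rose, with 0.69 (standard error 0.11, adjusted p = 2.8e-04). JGI_V11_9370 (scaffold 169, probes from 193357 to 193440), described as the RPD3 subunit of the histone deacetylase complex, which removes acetyl groups from histones, had -1.23 (standard error 0.13, adjusted p = 4.9e-06). The zinc finger protein JGI_V11_198826 (scaffold 45, probes from 123653 to 124677) had -0.96 (standard error 0.085, adjusted p = 1.2e-06), the GTP-binding protein JGI_V11_219469 (scaffold 262, probes from 15532 to 16354) had -1.01 (standard error 0.11, adjusted p = 7.7e-06) and the predicted membrane protein JGI_V11_46663 (scaffold 11, probes from 2025636 to 2027627) had -1.31 (standard error 0.13, adjusted p = 2.2e-06), each lower in 12 of 12 pairs. Among those that rose, the UDP-glucosyl transferase JGI_V11_64710 (scaffold 183, probes from 168459 to 169800), of an enzyme family that attaches sugars to small molecules, had a log2 fold change of 3.47 (standard error 0.25, adjusted p = 1.5e-07), higher in 12 of 12 pairs. The GMC oxidoreductase JGI_V11_100066 (scaffold 13, probes from 1703967 to 1705310) had 2.07 (standard error 0.27, adjusted p = 6.2e-05), the chymotrypsin JGI_V11_225511 (scaffold 36, probes from 1009436 to 1011296), a digestive protease, had 1.88 (standard error 0.19, adjusted p = 4.6e-06) and the chitinase JGI_V11_224075 (scaffold 20, probes from 363385 to 364202) had 1.66 (standard error 0.20, adjusted p = 2.8e-05). The histone H2B gene JGI_V11_127284 (scaffold 6, probes from 1695205 to 1695576) had 0.99 (standard error 0.10, adjusted p = 4.6e-06), also higher in 12 of 12 pairs, and the histone H2A gene JGI_V11_43767 fell, with -0.75 (standard error 0.13, adjusted p = 5.5e-04). Genes named for the size of their change had to have the same sign in every pair, so their counts of pairs are part of that choice. Descriptions were at hand only for the portion of Additional file 1 that the copy holds, which lists genes with a significant test in the study.

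**Figure D1:**
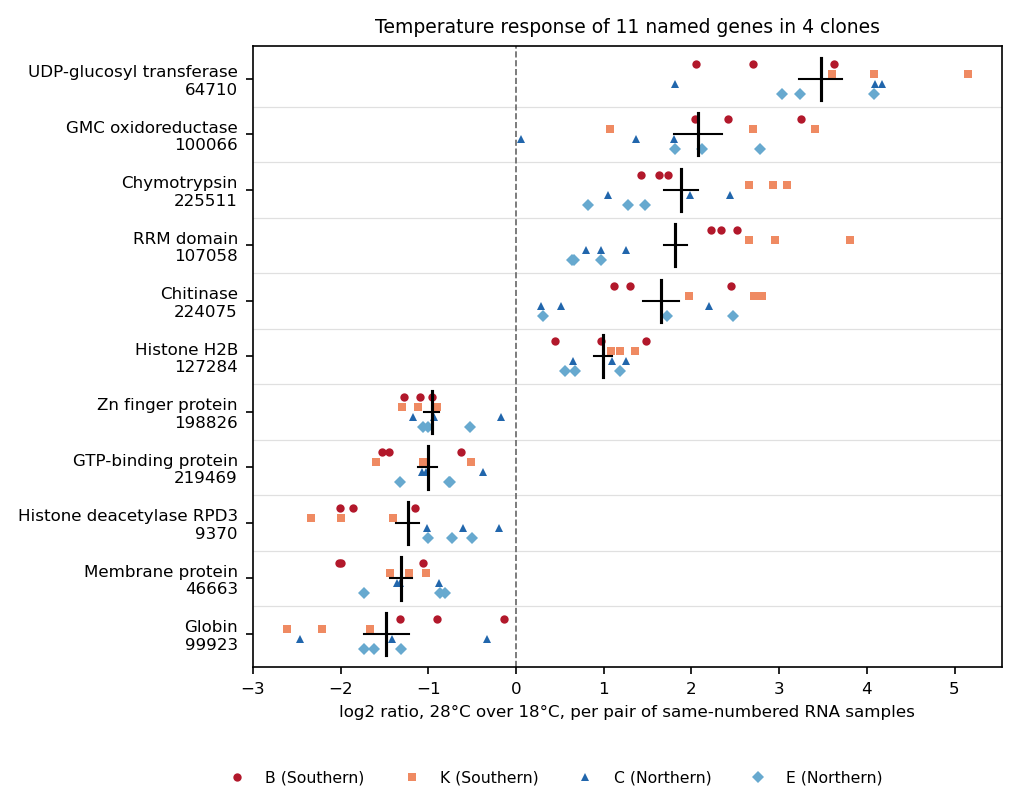
Log2 ratio of 28°C over 18°C for each pair of same-numbered RNA samples (12 pairs, coloured by clone) of 11 named genes with an adjusted p under 0.05 in all clones. The vertical line of each gene is the mean and the horizontal line its standard error.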

The predominant genome-wide transcriptional responses occurring after 3 generations of acclimation to 28°C were the down-regulation of significant portions of metabolic and regulatory pathways. When all four clones are considered together, 892 KOGs were found to contain significantly down-regulated genes, while only 295 KOGs contained up-regulated genes. 

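Over all 4 clones, 3368 of 29544 genes were lower and 2473 were higher at 28°C (limma, adjusted p under 0.05, 12 pairs), so that 57.7% of the genes that passed were lower. The changes were mostly small, with a median absolute log2 fold change of 0.44, and among those over 2-fold the direction was the other way, 122 lower and 536 higher. The gene that fell most, JGI_V11_223021 (scaffold 13, probes from 3757 to 4777), has no description and had a log2 fold change of -3.71 (standard error 0.49, adjusted p = 6.4e-05), 13.1-fold, in 11 of 12 pairs. JGI_V11_307160 (scaffold 6, probes from 2293560 to 2294505), also undescribed, had -3.32 (standard error 0.44, adjusted p = 6.0e-05), and the undescribed JGI_V11_333117 (scaffold 220, probes from 105547 to 105932) had 3.17 (standard error 0.45, adjusted p = 1.1e-04). Among described genes, the WD40 repeat protein JGI_V11_97204 (scaffold 6, probes from 1174604 to 1176087) had -0.90 (standard error 0.093, adjusted p = 4.6e-06), lower in 12 of 12 pairs, and the PIN domain protein JGI_V11_94765 (scaffold 2, probes from 1075938 to 1076074) had -1.01 (standard error 0.093, adjusted p = 1.7e-06), lower in 12 of 12. A trypsin, JGI_V11_95985 (scaffold 4, probes from 567809 to 568494), had 1.81 (standard error 0.18, adjusted p = 3.0e-06) and a cytochrome b5, JGI_V11_222354 (scaffold 9, probes from 773576 to 774786), had 1.43 (standard error 0.22, adjusted p = 2.2e-04), both higher in 12 of 12. The majority of lower genes turned with the centring of the arrays, to 2821 lower and 2864 higher genes when each array was centred on its median, and without clone E it was 753 lower and 792 higher. An analysis of variance after the paper's Methods gave 1899 lower and 1167 higher, and with temperature tested against its interaction with clone for every gene it gave 0 of either, with 4553 genes at an unadjusted p under 0.05.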

The same numbers for individual genes were 1549 genes down-regulated and 907 genes up-regulated. 

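In the Southern clones 1816 genes were lower and 1582 higher at 28°C, and in the Northern clones 284 were lower and 300 higher (limma, adjusted p under 0.05, 6 pairs in each region). In the Southern clones the cyclophilin CPR7, JGI_V11_200995 (scaffold 76, probes from 523005 to 523976), a partner of the chaperone HSP90, had a log2 fold change of -1.39 (standard error 0.15, adjusted p = 0.0016), and the trypsin JGI_V11_33661 (scaffold 6, probes from 2148705 to 2149141) had -1.39 (standard error 0.22, adjusted p = 0.0066), both lower in 6 of 6 pairs. The zinc-binding oxidoreductase JGI_V11_45308 (scaffold 9, probes from 1402754 to 1403960) had 4.34 (standard error 0.76, adjusted p = 0.0091) there, higher in 6 of 6. In the Northern clones the aldo/keto reductase JGI_V11_191566 (scaffold 4, probes from 449112 to 449883) had -1.51 (standard error 0.10, adjusted p = 5.2e-04), lower in 6 of 6 pairs, and the sulfite oxidase JGI_V11_46334 (scaffold 11, probes from 1658927 to 1659741) had 1.03 (standard error 0.17, adjusted p = 0.020), higher in 6 of 6. CPR7, the trypsin, the oxidoreductase and the aldo/keto reductase passed in 1 region alone, and none of them passed the test of a different response in the 2 regions (adjusted p = 0.43, 0.81, 0.61 and 0.34). Of the 12 Northern samples, 3 labelled C (18°C replicates 1 and 3, 28°C replicate 1) carry the probe pattern of clone K (the relative values of the probes within genes), and without them 271 Northern genes were lower and 321 higher, of which 310 were among the 584 that passed with them, with the same sign. Centring each array on its median turned the Southern majority, to 1526 lower and 1718 higher, and single clones gave 6 lower and 21 higher in B, 526 lower and 800 higher in K, 208 lower and 510 higher in E and 0 of either in C (limma, 1863 genes at an unadjusted p under 0.05). Leaving out 1 sample gave 708 to 1721 lower and 754 to 1703 higher genes in the Southern clones (lowest without K18 replicate 3) and 70 to 465 lower and 113 to 464 higher in the Northern (lowest without E18 replicate 2, highest without C18 replicate 2), and ended the call of the sulfite oxidase in 5 of 12 fits.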

When northern and southern clones are considered separately (Table 1, Figure 1), the number of significantly up- and down-regulated pathways and individual genes were more similar, but still, down-regulated genes outnumbered the up-regulated ones.

Numerous down-regulated KOGs included proteins participating in fatty acid and amino acid metabolism pathways (Figure 2A). 

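Of 6 genes of fatty acid metabolism with a description, 1 was lower and 0 were higher at 28°C over all clones (limma, 1 and 0 when adjusted over the list alone, 1 at an unadjusted p under 0.05). It is an acyl-CoA-binding protein, JGI_V11_230431 (scaffold 6, probes from 1689553 to 1689958), which carries activated fatty acids, with a log2 fold change of -0.62 (standard error 0.17, adjusted p = 0.018), lower in 11 of 12 pairs. The long-chain acyl-CoA synthetase JGI_V11_211072 had -0.14 (standard error 0.079, adjusted p = 0.22) and the hydroxyacyl-CoA dehydrogenase JGI_V11_230133 had -0.09 (standard error 0.081, adjusted p = 0.46), so neither passed. Of 9 genes of amino acid metabolism, 1 was lower and 0 were higher (1 and 0 over the list alone, 3 at an unadjusted p under 0.05). The lower gene is a cytochrome P450 monooxygenase listed under tryptophan metabolism, JGI_V11_47261 (scaffold 13, probes from 437595 to 440855), with -0.43 (standard error 0.095, adjusted p = 0.0037), lower in 11 of 12 pairs. The cystathionine lyase JGI_V11_119078, of sulfur amino acid breakdown, had -0.48 (standard error 0.17, adjusted p = 0.055) and the asparaginase JGI_V11_45123 had 0.12 (standard error 0.096, adjusted p = 0.41). The copy of Additional file 1 lacks 1110 of its 1994 genes, and the study selected its genes on these samples for a significant test, so such counts are not independent evidence of a direction and KOGs cannot be counted from it.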

There were three standouts among the largely down-regulated lipid metabolism pathways steps (green elements in Figure 2A). One such standout was the step leading to palmitoil-coA, which contains an up-regulated enzyme described as very-long-chain specific acyl-coA dehydrogenase, possibly indicating a shift in the spectrum of lipids produced. Two other up-regulated lipid metabolism pathways were the steroid hormones biosynthesis pathway and terpenoid (steroid hormone precursor) metabolism pathway.

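Neither of the 2 described genes of terpenoid and steroid synthesis passed the test at 28°C over all clones (limma, 0 over the list alone and 0 at an unadjusted p under 0.05, from the study's selected genes). Isopentenyl-diphosphate delta-isomerase, JGI_V11_45860, which makes a building block of terpenoids, had a log2 fold change of 0.09 (standard error 0.11, adjusted p = 0.60), with -0.04 (0.16, 0.91) in the Southern and 0.22 (0.12, 0.48) in the Northern clones (standard error and adjusted p in parentheses). A steroid reductase, JGI_V11_199063, had -0.29 (standard error 0.16, adjusted p = 0.21) over all clones. Neither gene is the trans-pentaprenyl transferase that the paper names as up-regulated, so they do not test that enzyme. With 12 pairs, 80% of simulated genes with a 1.5-fold change and 86% of those with a 2-fold change passed the same test. Only 266 genes passed in that simulation, against 5841 in the data, so the adjusted threshold differs and these shares are a rough guide.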

**Table 1:** **Numbers of differentially expressed (FDR < 0.05) genes in Northern (N, sensitive) and Southern (S, tolerant) genotypes (ns = non-significant)**

	N, ns	N, up	N, down	Total
S, ns	27315	54	113	27482
S, up	719	46	0	765
S, down	942	0	23	965
Total	28976	100	136	29212

For example, 46 genes were found to be up-regulated in both N and S populations.

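In both regions 162 genes were higher and 116 lower at 28°C, where 16.1 and 17.5 would be shared if the regions were unrelated (limma, adjusted p under 0.05 in each region). A glutathione transferase, JGI_V11_123298 (scaffold 6549, probes from 645 to 887), of an enzyme family that couples glutathione to toxic compounds, had a log2 fold change of 0.70 (standard error 0.085, adjusted p = 0.0021) in the Southern and 0.60 (standard error 0.097, adjusted p = 0.018) in the Northern clones. The vacuolar sorting protein JGI_V11_221742 (scaffold 6, probes from 748155 to 750183) had 0.92 (0.11, 0.0023) in the Southern and 1.52 (0.27, 0.024) in the Northern clones, with the standard error and adjusted p in parentheses. Lower in both were GDP-L-fucose synthetase, JGI_V11_190546 (scaffold 2, probes from 830576 to 831402), with -1.08 (0.14, 0.0032) and -0.77 (0.13, 0.020), and the HOX domain protein JGI_V11_51838 (scaffold 28, probes from 751630 to 753103), with -0.99 (0.14, 0.0036) and -0.92 (0.15, 0.021) in the Southern and Northern clones. Genes past the threshold in both regions in opposite directions numbered 0 in limma, and at an unadjusted p under 0.05 in both regions 44 genes had opposite directions and 2381 the same. In the Southern clones alone 1420 genes were higher and 1700 lower, in the Northern alone 138 and 168, and 25840 passed in neither. Leaving out 1 sample gave 69 to 252 genes higher and 23 to 262 lower in both regions (69 without E18 replicate 2, 23 without E28 replicate 1, the highest without C18 replicate 2), and 97 and 40, with 10 in opposite directions, without the 3 samples labelled C that carry the probe pattern of clone K. In the Northern clones, leaving out 1 sample ended the calls of the vacuolar sorting protein and of the HOX protein in 7 of 12 fits each, of the glutathione transferase in 4 and of GDP-L-fucose synthetase in 3.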

**Figure 1:**
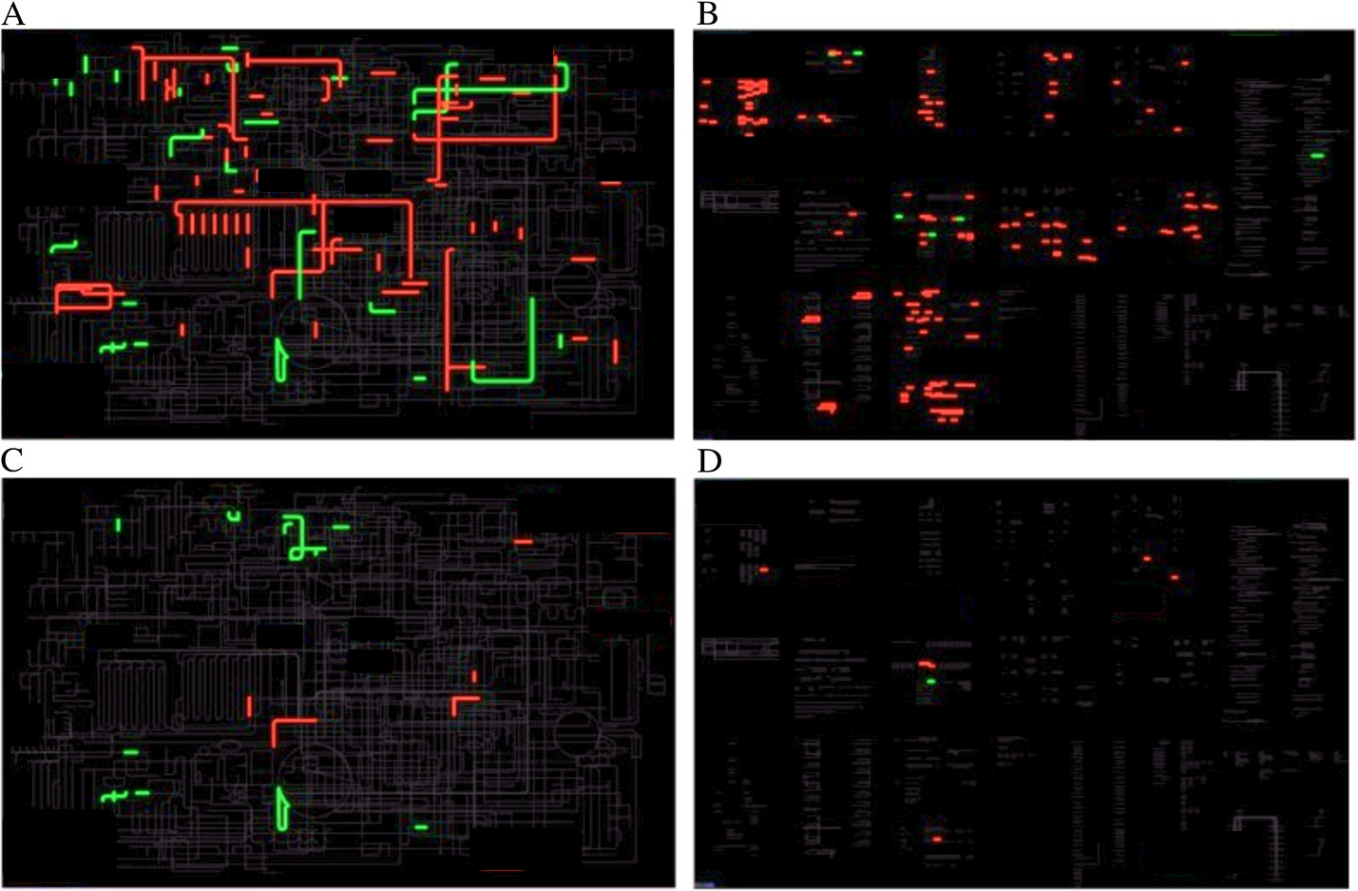
**iPATH representation of differentially expressed genes in either Southern (A,B) or Northern (C,D) genotypes. A**, **C**: metabolic pathways. **B**, **D**: regulatory pathways. Compare to Figure 2 for annotations of major pathways.

**Figure 2:**
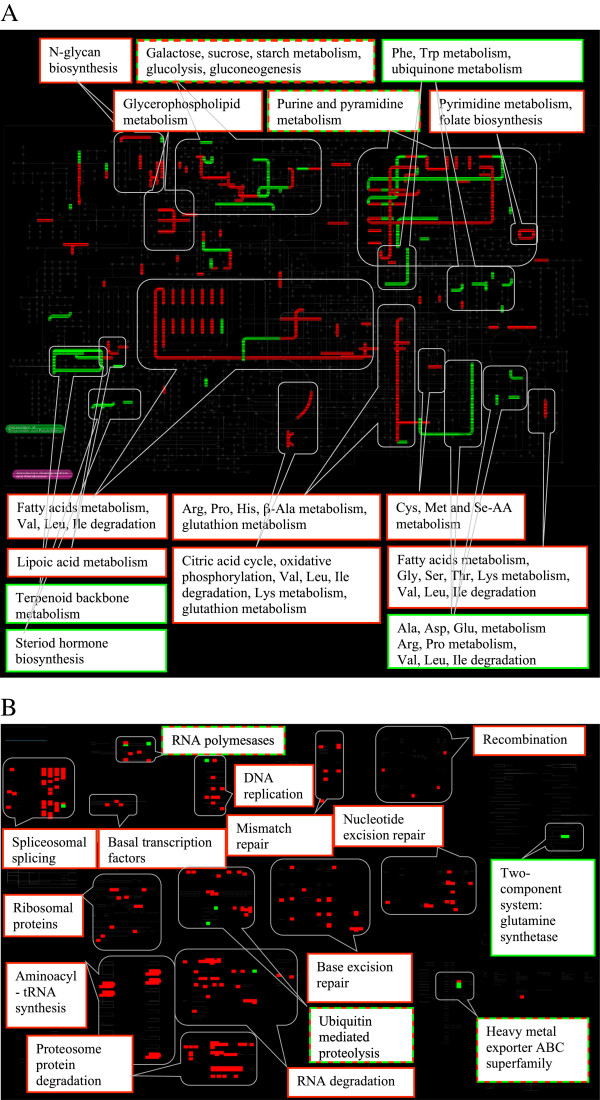
**Annotated iPATH representation of differentially expressed genes (significant temperature effect in all data). A**: metabolic pathways; **B**: regulatory pathways. Red: down-regulation at 28°C relative to 18°C, Green: up-regulation.

Similarly, although many steps of some amino acid metabolism were down-regulated, some were up-regulated (Ala, Asp, Glu, Arg, Trp and Pro) and some parts of Val, Leu and Ile degradation pathways were up-, while others were down-regulated. 

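Of 3 described genes of nucleotide metabolism, 2 were lower and 0 higher at 28°C over all clones (limma, 3 and 0 when adjusted over the list alone). The second largest subunit of RNA polymerase II, JGI_V11_102782 (scaffold 23, probes from 185664 to 187809), which the pathway annotation lists under purine and pyrimidine metabolism, had a log2 fold change of -0.63 (standard error 0.097, adjusted p = 2.8e-04), lower in 12 of 12 pairs. Cytidine deaminase, JGI_V11_202914 (scaffold 116, probes from 310347 to 311461), which turns cytidine into uridine, had -0.20 (standard error 0.066, adjusted p = 0.037), lower in 11 of 12. The third gene is another polymerase subunit, so the list holds 1 enzyme of nucleotide conversion alone, and all 3 come from the study's selected genes. The call of cytidine deaminase was lost in 12 of 24 fits with 1 sample left out.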

The nucleotide metabolism pathway showed a patchwork of up- and down-regulated steps.

A clear pattern emerged for regulatory pathways gene expression (Figure 1B, D). The experimental group acclimated to 28°C showed across the board down-regulation of nearly all KOGs participating in DNA replication (except Ribonuclease H, which is up-regulated), transcription (except the large subunit of RNA polymerase II and the subunit E), splicing (except splicing factors from RRM and SR superfamilies) and translation, including both the expression of ribosomal proteins and aminoacyl-tRNA synthetases. 

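Genes of RNA synthesis, splicing, ribosome assembly and translation that changed at 28°C over all clones were lower, and 0 members of these lists were higher (limma, 12 pairs). Of 11 genes of RNA polymerases and basal transcription factors 2 were lower (3 when adjusted over the list alone), of 9 splicing genes 4 (4), of 10 genes of ribosome biogenesis 6 (6) and of 6 translation factors 4 (4). The RNA polymerase subunit RPA40, JGI_V11_71222 (scaffold 7219, probes from 3 to 518), had a log2 fold change of -0.46 (standard error 0.067, adjusted p = 1.6e-04). The 2 genes described as the large subunit of RNA polymerase II, JGI_V11_38760 and JGI_V11_102073, had -0.29 (standard error 0.10, adjusted p = 0.053) and 0.09 (standard error 0.095, adjusted p = 0.57), and subunit E, JGI_V11_41099, had -0.35 (standard error 0.14, adjusted p = 0.075), so none of the 3 passed over all clones. Among splicing genes, a U1-like zinc finger protein, JGI_V11_231670 (scaffold 107, probes from 77371 to 78182), had -0.89 (standard error 0.089, adjusted p = 3.1e-06), the SR family factors JGI_V11_62581 (scaffold 120, probes from 351811 to 352201) and JGI_V11_109683 (scaffold 67, probes from 477508 to 478018), which bind RNA and guide splice site choice, had -0.77 (standard error 0.086, adjusted p = 1.1e-05) and -0.70 (standard error 0.24, adjusted p = 0.049), and JGI_V11_198525 had -0.57 (standard error 0.078, adjusted p = 7.7e-05). The ribosome biogenesis proteins NOP77, JGI_V11_232196 (scaffold 1, probes from 1391801 to 1392828), and JGI_V11_193882 had -0.71 (standard error 0.13, adjusted p = 8.4e-04) and -0.67 (standard error 0.086, adjusted p = 4.4e-05). Deoxyhypusine synthase, JGI_V11_114373 (scaffold 129, probes from 89673 to 90354), which modifies a translation factor, had -0.92 (standard error 0.12, adjusted p = 5.9e-05), the initiation factor eIF-4G, JGI_V11_122575, had -0.64 (standard error 0.10, adjusted p = 2.7e-04) and JGI_V11_189030, described as eIF-3f and a proteasome subunit, had -0.68 (standard error 0.097, adjusted p = 1.3e-04). Of 3 ribosomal proteins 0 passed (limma, 0 at an unadjusted p under 0.05), JGI_V11_48503 with 0.15 (standard error 0.15, adjusted p = 0.51), JGI_V11_103885 with 0.09 (standard error 0.063, adjusted p = 0.34) and JGI_V11_210344 with -0.25 (standard error 0.13, adjusted p = 0.17). Ribonuclease H, JGI_V11_239866 (scaffold 14, probes from 1548150 to 1548652), which removes RNA from RNA-DNA hybrids, had -0.44 (standard error 0.080, adjusted p = 9.7e-04), lower in 12 of 12 pairs. Of the 9 splicing genes 3 had a positive log2 fold change over all clones, and none of these passed. The call of JGI_V11_109683 held in 6 of 24 fits with 1 sample left out. The lists are drawn from the study's selected genes and are not independent evidence of a direction.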

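Alanyl-tRNA synthetase, JGI_V11_54067 (scaffold 39, probes from 474162 to 476007), which loads alanine onto its tRNA, fell at 28°C over all clones by a log2 fold change of -0.48 (standard error 0.075, adjusted p = 2.8e-04) in limma, and was lower in 12 of 12 pairs. It had -0.51 (0.086, 0.0078) in the Southern and -0.46 (0.11, 0.087) in the Northern clones (standard error and adjusted p in parentheses, 6 pairs each), with an adjusted p = 0.97 for a difference between the regions. It is the 1 aminoacyl-tRNA synthetase with a description among the selected genes at hand, so the other synthetases could not be matched to gene models.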

Interestingly, the aminoacyl-tRNA synthetases that showed a significant down-regulation (specifically, alanyl-, asparagyl-, leucyl-, isoleucyl- and tryptophanyl-tRNA synthetases) serve the amino acids that showed either up-regulated metabolism or a down-regulated degradation pathway (Figure 2A). Degradation pathways that were down-regulated included ubiquitin-mediated proteolysis (except E3 ubiquitin ligase, which was up-regulated), proteosome protein degradation and RNA degradation (except 5′-3′ exonuclease HKE1/RAT1, which was up-regulated). 

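Genes of the proteasome, of ubiquitin and SUMO conjugation and of RNA degradation that changed at 28°C over all clones were lower, and 0 were higher (limma, 12 pairs). Of 4 proteasome genes 4 were lower (4 over the list alone), of 9 genes of the ubiquitin pathway 2 (2) and of 10 genes of RNA degradation 4 (4), all from the study's selected genes. The proteasome subunits PSMA2, JGI_V11_230922 (scaffold 25, probes from 265607 to 266541), and PSMA4, JGI_V11_231772 (scaffold 142, probes from 224083 to 225018), had log2 fold changes of -0.69 (standard error 0.098, adjusted p = 1.1e-04) and -0.61 (standard error 0.099, adjusted p = 3.9e-04), and RPN8, JGI_V11_49603 (scaffold 19, probes from 946824 to 947559), had -0.55 (standard error 0.099, adjusted p = 8.9e-04). In the ubiquitin pathway, the SUMO-activating subunit AOS1, JGI_V11_210457 (scaffold 17, probes from 714559 to 715349), had -0.41 (standard error 0.091, adjusted p = 0.0040) and the ubiquitin fusion degradation protein UFD2, JGI_V11_228520 (scaffold 106, probes from 301531 to 302934), had -0.45 (standard error 0.092, adjusted p = 0.0025). The 2 genes described as E3 ubiquitin ligases, JGI_V11_95131 and JGI_V11_98215, had 0.35 (standard error 0.25, adjusted p = 0.34) and 0.05 (standard error 0.068, adjusted p = 0.66), and neither passed. Among RNA degradation genes, the exosome subunit Rrp45, JGI_V11_40604 (scaffold 2, probes from 390330 to 391110), had -0.75 (standard error 0.090, adjusted p = 2.2e-05), the helicases JGI_V11_70373 and JGI_V11_238436, described as SKI2, had -0.58 (standard error 0.069, adjusted p = 1.9e-05) and -0.55 (standard error 0.084, adjusted p = 2.6e-04), and the deadenylase subunit CCR4, JGI_V11_46150, which shortens mRNA tails, had -0.45 (standard error 0.088, adjusted p = 0.0016). The exonuclease HKE1/RAT1, JGI_V11_24169 (scaffold 42, probes from 224348 to 225020), had 0.24 (standard error 0.19, adjusted p = 0.40) and did not pass.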

Another pathway showing a mixed up- and down regulatory pattern was the ABC superfamily of heavy metal exporter proteins. Uniformly down-regulated genes included genes participating in homologous recombination as well as mismatch, nucleotide excision and base excision DNA repair.

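A DNA repair protein, JGI_V11_56716 (scaffold 58, probes from 488461 to 488927), fell at 28°C over all clones, with a log2 fold change of -0.85 (standard error 0.13, adjusted p = 2.7e-04) in limma, and was lower in 11 of 12 pairs. It is the 1 gene of DNA repair with a description among the selected genes at hand, so recombination, mismatch, nucleotide excision and base excision repair could not be followed separately.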

The fact that some pathways were highlighted on the iPATH map while others were not is not necessarily indicative of significant up- or down-regulation of the entire pathways or overrepresentation of members of such pathways among differentially expressed genes. It may rather be a manifestation of the large number of different KOGs participating in a given pathway. None of the pathways highlighted on Figure 2 (out of the total of 125 metabolic pathways) were significantly (after FDR correction) enriched in differentially expressed genes as indicated by Fisher’s Exact Test (data not reported). Thus, the comparison between highlighted and non-highlighted pathways is not meaningful. However, meaningful comparisons are between pathways that contain up- vs. down-regulated elements, and between pathways whose elements are differentially expressed in some, but not other genotypes.

Indeed, the observed patterns were drastically different when the two heat-tolerant southern genotypes and the two heat-sensitive northern genotypes are considered separately (Figure 1). 

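The PIN domain protein JGI_V11_94765 had a log2 fold change at 28°C of -1.01 (0.12, 0.0020) in the Southern and -1.01 (0.14, 0.013) in the Northern clones, and the histone H2A gene JGI_V11_43767 (scaffold 6, probes from 522533 to 522703) -0.72 (0.18, 0.034) and -0.79 (0.13, 0.022) (standard error and adjusted p in parentheses, 6 pairs each). A galactosyltransferase, JGI_V11_24774 (scaffold 46, probes from 235225 to 236532), had 0.70 (0.17, 0.029) in the Southern and 1.10 (0.19, 0.024) in the Northern clones, and the histone methylase JGI_V11_194440 (scaffold 12, probes from 1050102 to 1051708) 1.49 (0.16, 0.0017) and 0.73 (0.16, 0.058). Across 29544 genes the Southern and Northern log2 fold changes had r = 0.667 (Spearman 0.582), against 0.0507 in simulated data without any change, and 71.1% of genes had the same sign in both. Of 3120 genes that passed in the Southern clones alone, 2897 (92.9%) had the same sign in the Northern clones, with a median absolute log2 fold change of 0.68 in the Southern and 0.30 in the Northern, and 8 passed the test of a different response in the 2 regions. Of 306 that passed in the Northern clones alone, 267 (87.3%) had the same sign in the Southern clones, with 0.36 in the Southern and 0.81 in the Northern, and 4 passed that test. Without the 3 samples labelled C that carry the probe pattern of clone K, the correlation was 0.464. The calls of the histone H2A gene were lost with 1 sample left out in 7 of 12 Southern and 6 of 12 Northern fits, and those of the galactosyltransferase in 7 of 12 in each region.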

While some parts of metabolism were regulated in these two types of clones similarly (e.g., fatty acid metabolism), others were not. 

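Of 3 described genes of nucleotide metabolism, 2 were lower at 28°C in the Southern clones (3 over the list alone) and 0 in the Northern (limma, 1 at an unadjusted p under 0.05), with medians of -0.56 and -0.15. The second largest subunit of RNA polymerase II, JGI_V11_102782, and the RNA polymerase subunit E, JGI_V11_41099, had log2 fold changes of -0.80 (standard error 0.11, adjusted p = 0.0038) and -0.56 (standard error 0.16, adjusted p = 0.0496) in the Southern clones, and of -0.45 (standard error 0.16, adjusted p = 0.22) and -0.15 (standard error 0.19, adjusted p = 0.78) in the Northern. Neither passed the test of a different response in the 2 regions (adjusted p = 0.70 and 0.78). Of 4 genes of N-glycan synthesis 0 passed in either region (limma, 1 in the Southern and 0 in the Northern clones at an unadjusted p under 0.05). A mannosyltransferase, JGI_V11_57916 (scaffold 66, probes from 225833 to 226808), which builds the sugar chain, had -0.45 (standard error 0.15, adjusted p = 0.093) in the Southern and -0.20 (standard error 0.092, adjusted p = 0.36) in the Northern clones. All are among the genes the study selected. The Southern call of JGI_V11_41099 was lost in 11 of 12 fits with 1 sample left out.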

The complex up- and down-regulation of nucleotide metabolism was seen in heat-tolerant, but not in heat-sensitive genoptypes, as were the down-regulation of N-glycan synthesis and the up-regulation of steroid hormone biosynthesis pathway. Several steps of ubiquinone and other terpenoid-quinone biosynthesis were up-regulated in heat-tolerant, but not in heat-sensitive genotypes (Figure 1A,C). Intriguingly, retinol metabolism was up-regulated in heat-tolerant, but (non-significantly) down-regulated in heat-sensitive genotypes.

Finally, a discrepancy was observed between the analysis of terpenoid backbone biosynthesis pathway using both Northern and Southern genotypes in the complete model (Figure 2A) and the patterns that were observed in Northern and Southern genotypes considered separately. The complete model indicated that this pathway contained an up-regulated enzyme, trans-pentaprenyl transferase (EC:2.5.1.33), which was not significantly up- or down-regulated in either the Northern or Southern genotypes analyzed separately. In contrast, geranyl pyrophosphate synthase, an enzyme catalyzing a neighboring pathway step, was significantly down-regulated in Southern, but not the Northern genotypes (Figure 1A,C).

An even more striking pattern of differences between Northern and Southern genotypes was observed in the gene expression of regulatory genes. Many more regulatory genes were down-regulated in heat-resistant than in heat-sensitive genotypes (Figure 1C,D). Heat-sensitive genotypes completely lack the characteristic down-regulation of DNA replication and repair genes, and genes responsible for transcription and splicing observed in heat-tolerant genotypes. 

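Ribonuclease H, JGI_V11_239866, the 1 described gene of DNA replication, had a log2 fold change at 28°C of -0.54 (0.14, 0.035) in the Southern and -0.34 (0.093, 0.11) in the Northern clones, and the DNA repair protein JGI_V11_56716 had -1.24 (0.15, 0.0022) and -0.46 (0.21, 0.34) (standard error and adjusted p in parentheses, 6 pairs each). Of 11 genes of RNA polymerases and basal transcription factors, 3 were lower in the Southern and 0 in the Northern clones (limma, 2 at an unadjusted p under 0.05). Of 9 splicing genes 3 were lower in the Southern and 1 in the Northern clones (4 lower and 1 higher in the Northern over the list alone). The gene lower in the Northern clones over all genes, the U1-like zinc finger protein JGI_V11_231670, had -1.06 (0.12, 0.0020) and -0.73 (0.12, 0.020). Of 10 genes of ribosome biogenesis 6 were lower in the Southern and 0 in the Northern clones (limma, 6 over the list alone and at an unadjusted p under 0.05), with medians of -0.61 and -0.41, and 4 of 6 translation factors were lower in each region. Of 4 proteasome genes 4 were lower in the Southern and 1 in the Northern clones (4 over the list alone). The difference between regions was tested for each of the 22 genes of replication, repair, transcription and splicing, and 0 passed in limma (3 at an unadjusted p under 0.05), with adjusted p = 0.83 for ribonuclease H, 0.39 for the repair protein and 0.68 for the zinc finger protein. Over the 144 genes of all lists 0 passed (16 at an unadjusted p under 0.05). T*geo passed in only 20 of 29544 genes (2328 at an unadjusted p under 0.05). A count of 0 in such lists was therefore likely in advance and does not show equal responses. The difference, Southern minus Northern, was negative in 9 of 11 genes of RNA polymerases and transcription factors and 6 of 9 of splicing. It was negative in 8 of 10 of ribosome biogenesis, 6 of 6 translation factors and 4 of 4 of the proteasome. Leaving out 1 sample ended the Southern calls of ribonuclease H and of the proteasome gene RPN8 in 8 of 12 fits each, the Northern call of JGI_V11_231670 in 6 and those of 3 of the 4 translation factors (JGI_V11_122575, JGI_V11_189030, which is also the Northern proteasome gene, and JGI_V11_228087) in 10 each. The genes come from the study's own selection, and 3 of the 12 Northern samples carry the probe pattern of clone K.

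**Figure D2:**
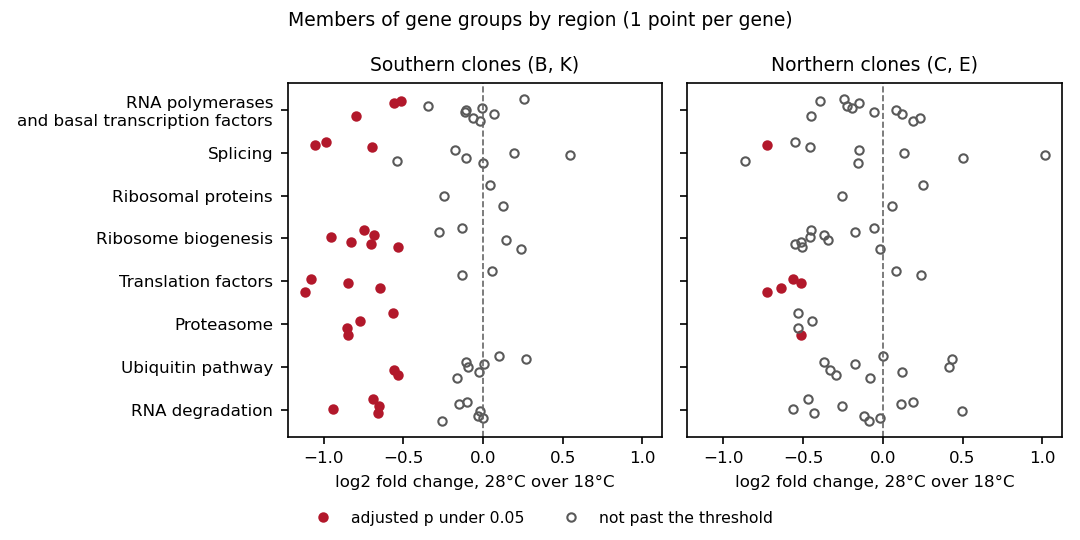
Log2 fold change at 28°C of each described gene of 8 groups in the Southern (left) and Northern (right) clones. Filled red symbols mark an adjusted p under 0.05 over all genes, open symbols the genes that did not pass.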

If this observation is correct, it indicates that acclimation to stressful subleathal elevated temperatures in *Daphnia* may be accompanied by systemic down-regulation of DNA replication and gene expression machineries and that this pattern is associated with the increased tolerance to thermal stress found in the Southern genotypes.

### Canalization vs. enhancement of plasticity in heat adaptation

The presence of genotype-by-environment interaction in the comparison of geographically distinct genotypes may indicate the evolution of plasticity, including plasticity of gene expression. Assuming that heat-sensitive Northern genotypes represent the ancestral state and the heat-tolerant Southern genotypes represent the derived state, one may test whether this local differentiation occurred through genetic canalization (i.e., a reduction of plasticity where the inducible phenotype becomes constitutive) or an expansion of plasticity (i.e., Baldwin effect). 

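The response to 28°C differed between the Southern and Northern clones in 20 of 29544 genes, larger in the Southern clones in 16 and larger in the Northern in 4 (limma, T*geo, adjusted p under 0.05, 2328 genes at an unadjusted p under 0.05). The gene with the lowest adjusted p in each direction was picked after the values were seen. JGI_V11_262428, which has no description, had a log2 difference of 1.63 (standard error 0.18, adjusted p = 0.0013), with a log2 fold change of 2.33 in the Southern and 0.69 in the Northern clones, and the undescribed JGI_V11_48040 had -2.14 (standard error 0.27, adjusted p = 0.0026), with -0.41 and 1.73. Of the 20 genes, 6 had opposite signs in the 2 regions. With 1 sample left out 8 (without K18 replicate 1) to 79 genes (without C28 replicate 1) passed, and without the 3 samples labelled C that carry the probe pattern of clone K the majority turned, with 66 larger in the Southern and 143 in the Northern clones. With T*clone as a fixed term 54 were larger in the Southern and 48 in the Northern clones, with the analysis of variance of the Methods 2 and 1, and without clone E 0 of either (limma, 1409 at an unadjusted p under 0.05).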

Although the results in Figure 1 and Table 1 might indicate a widespread Baldwin effect (tolerant genotypes show differential expression, while sensitive clones do not), in reality there are nearly as many cases among genes with a significant (FDR q < 0.05) T*geo effect in which the Southern (heat tolerant) genotypes show a greater plasticity of expression than the Northern (sensitive) ones (Figure 3).

**Figure 3:**
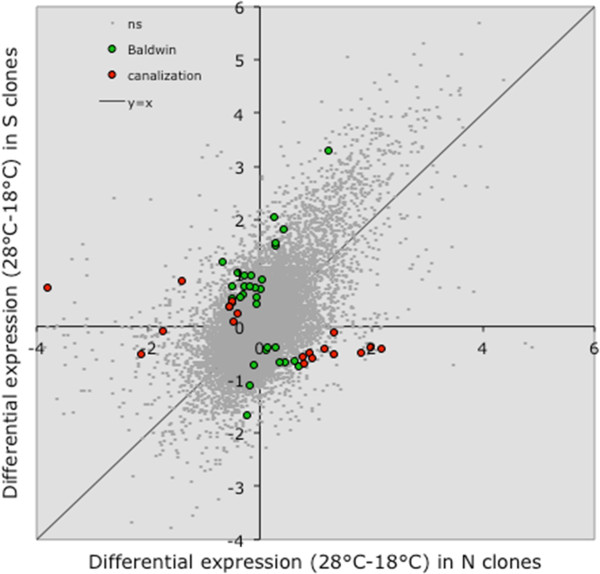
Genes with significant T*geo interaction (tested against the pooled random MS; FDR q < 0.05), for which the Southern (heat-tolerant) genotypes show greater absolute difference in expression at two temperatures (green symbols, Baldwin effect) or smaller absolute difference in expression at the two temperatures (red symbols, canalization) than the Northern (heat sensitive) genotypes.

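Of the named genes, 3 responded more in the Southern and 2 more in the Northern clones. JGI_V11_107058 (scaffold 46, probes from 1026378 to 1027196), with an RRM domain that binds RNA, rose by 2.75 (log2) in the Southern and 0.88 in the Northern clones, a difference of 1.87 (standard error 0.27, adjusted p = 0.0071). JGI_V11_47321 (scaffold 13, probes from 1543698 to 1544557), described as the pore-forming subunit of a T-type voltage-gated calcium channel, had 1.08 (standard error 0.11, adjusted p = 0.0016) in the Southern and 0.14 (standard error 0.080, adjusted p = 0.48) in the Northern clones, a difference of 0.94 (standard error 0.13, adjusted p = 0.0045). The undescribed JGI_V11_305249 (scaffold 36, probes from 821629 to 822609) had 1.28 and -0.61, a difference of 1.89 (standard error 0.34, adjusted p = 0.040). The undescribed JGI_V11_248152 (scaffold 42, probes from 917128 to 917876) and JGI_V11_326982 (scaffold 86, probes from 204410 to 205185) had -0.22 and 0.14 in the Southern and 1.94 and 4.67 in the Northern clones, differences of -2.16 (standard error 0.35, adjusted p = 0.022) and -4.53 (standard error 0.81, adjusted p = 0.040). In the Southern clones the pairs of JGI_V11_326982 had 0.38 to 2.50 in B and -2.10 to -0.46 in K. Its Southern value of 0.14 is therefore a mean of opposite responses. The calls of JGI_V11_107058 and JGI_V11_47321 held in 24 of 24 fits with 1 sample left out, and those of JGI_V11_305249, JGI_V11_248152 and JGI_V11_326982 in 6, 18 and 7.

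**Figure D3:**
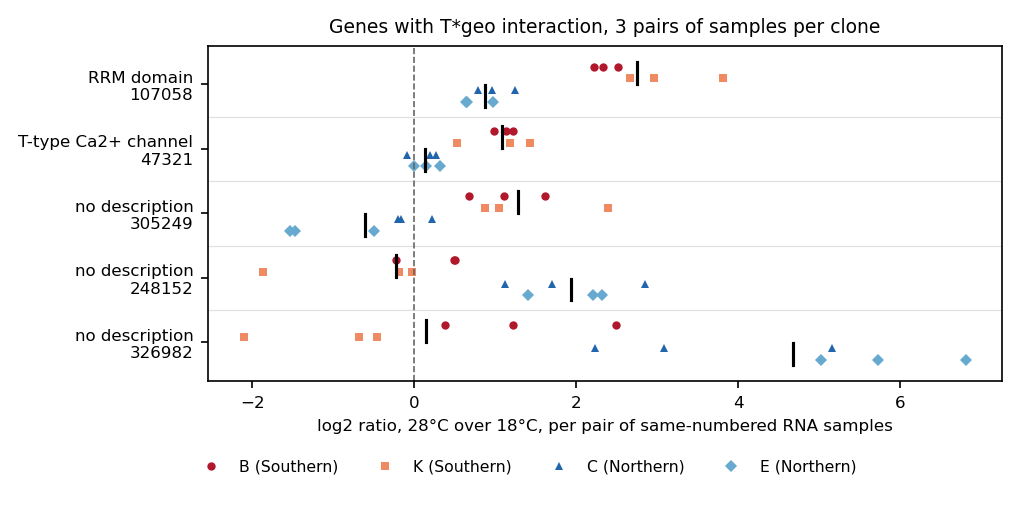
Log2 ratio of 28°C over 18°C for each pair of same-numbered RNA samples (12 pairs, coloured by clone) of 5 named genes with an adjusted p under 0.05 for T*geo. Black lines are the log2 fold changes of the Southern and of the Northern clones.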

### Genome-wide principal component analysis

Figure 4 represents the principal component analysis of RNA samples in the space of transcript abundance values of the 29,212 genes represented on the array. There is a clear separation between the Northern and Southern samples (open and solid symbols) and well as between the samples obtained from *Daphnia* acclimated to 18°C vs. 28°C (blue and red symbols; Figure 4A). 

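Along the first principal component the centroid of the 6 Southern samples lay at -47.6 at 18°C and 19.2 at 28°C, and that of the 6 Northern samples at -4.5 and 32.9. By clone it went from -76.4 to -20.6 in B, -18.8 to 59.0 in K, -6.3 to 26.1 in C and -2.7 to 39.7 in E. Along the second component the Southern centroids lay at 18.7 and 27.6 and the Northern at -18.8 and -27.5. The 6 samples of clone K had 20.8 to 69.6 on it, the 6 of clone E -59.2 to -28.9, and those of clone B -10.4 to 12.5, so that the 2 Southern clones did not overlap there. The sign of a component is arbitrary, and each array's ratios sum to about 0, so the components hold differences between samples and no overall level.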

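Clones K and B were apart in 6428 of 29544 genes, 3051 higher and 3377 lower in K (limma, adjusted p under 0.05, 6 samples of each clone), and clones E and C in 98, 78 higher and 20 lower in E (4716 at an unadjusted p under 0.05). Within clone C, the samples labelled 18°C replicate 1, 18°C replicate 3 and 28°C replicate 1 correlated most with clone K, with r of 0.487, 0.703 and 0.283 for the K sample of the same temperature and replicate, and the other 3 with clone E. Without these 3 samples 0 genes were apart between E and C (limma, 2206 at an unadjusted p under 0.05), and with T*clone as a fixed term 0 (3815). Leaving out 1 sample gave 12 (without C18 replicate 1) to 1238 genes (without C18 replicate 2).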

A more detailed representation on pair-wise planes of the first three principal components (Figure 4B-D) shows a clear separation of biological replicates corresponding to each of the four clones. 

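The samples of clone C labelled 18°C replicate 1, 18°C replicate 3 and 28°C replicate 1 had scores of 22.4, 40.5 and 36.6 on the second principal component. The other 3 samples of clone C, 18°C replicate 2 and 28°C replicates 2 and 3, had -35.0, -34.7 and -36.1. By the labels of the arrays, 2 of the 3 samples on the Southern side are therefore at 18°C and 1 is at 28°C. On the first component the 3 samples had -16.2, -33.9 and 51.2, and the other 3 had 31.1, 10.2 and 16.9.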

One exception is the Northern genotype C with three replicates (2 in 28°C and one in 18°C) located far from the other three replicates of this genotype and within the cloud of the Southern genotypes.

**Figure 4:**
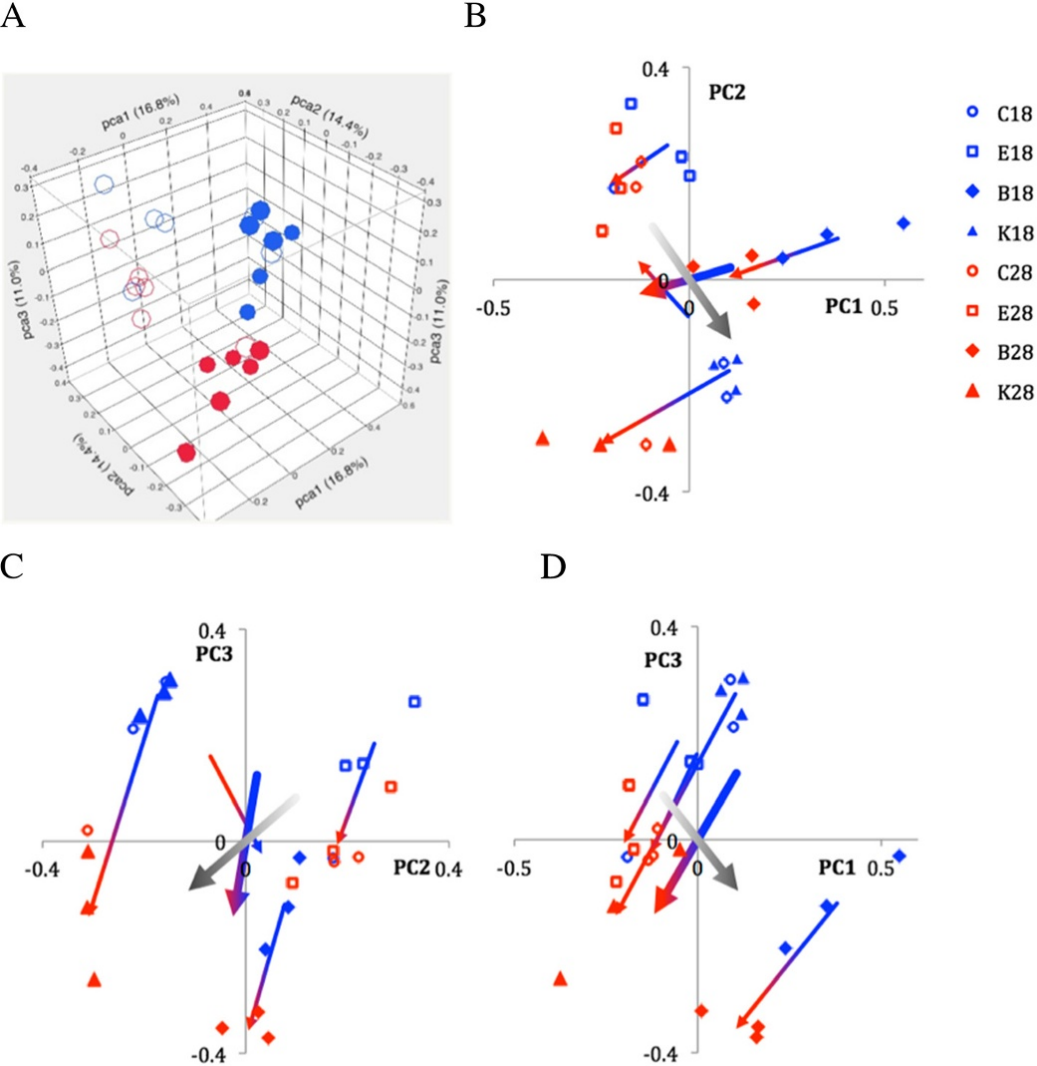
**Principal components analysis of differential expression of 29,212 genes represented on the array in 4 clones of** ***Daphnia*** **from Northern (open symbols) and Southern (solid symbols) acclimated to either 18°C (blue symbols) or 28°C (red symbols). A**: RNA samples in the 3D space of the first three principal components, together explaining 42.2% of variance. **B** – **D**: the same on pairwise 2D planes of the first three principal components. Arrows connect the Euclidean centroids of 3 replicates for each clone at each temperature (thin blue-red gradient arrows) or the centroids of all replicates at each of the two temperatures (thick blue-red gradient arrows) or at each of the two geographic origins (N vs. S, white-black gradient arrows).

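The first 3 principal components of the 24 samples held 26.7%, 19.6% and 15.5% of the variance of 29544 genes, 61.8% together. Clone B was set off from the other clones on the third component, with centroids of 27.2 at 18°C and 58.6 at 28°C against -42.4 and 13.5 in K, -27.6 and -4.7 in C and -29.6 and 5.0 in E. The values were centred by gene and within each replicate set, since ratios carry no level across sets, and this removes variance that intensities would hold.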

## Discussion

We analyzed the genome-wide transcription profiles of two Northern, heat-sensitive and two Southern, heat-tolerant genotypes of *D. pulex* that were acclimated to either 18°C or 28°C*.* We observed a widespread down-regulation of expression in a variety of metabolic and regulatory pathways. This pattern of down-regulation was more pronounced in heat-tolerant genotypes. 

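In the Southern clones the genes that fell included the histone deacetylase subunit JGI_V11_9370, with a log2 fold change of -1.79 (standard error 0.15, adjusted p = 0.0011) against -0.68 (standard error 0.20, adjusted p = 0.13) in the Northern clones, and the WD40 repeat protein JGI_V11_97204, with -1.06 (standard error 0.12, adjusted p = 0.0019) against -0.73 (standard error 0.13, adjusted p = 0.030). The peroxidase JGI_V11_49291 (scaffold 18, probes from 581353 to 582230) had -0.97 (standard error 0.17, adjusted p = 0.0084) in the Southern and -0.85 (standard error 0.17, adjusted p = 0.037) in the Northern clones. For none of the 3 did the difference between regions pass (adjusted p = 0.14, 0.70 and 0.95). More than 2-fold changes among the genes that passed numbered 198 lower and 639 higher in the Southern clones and 74 lower and 131 higher in the Northern. Over all genes the spread of the log2 fold changes, with the error of measurement taken off, had a standard deviation of 0.448 in the Southern and 0.281 in the Northern clones, while the residual standard deviation was 0.232 and 0.221. Leaving out 1 sample ended the Northern call of JGI_V11_97204 in 8 of 12 fits and of JGI_V11_49291 in 10. From Figure 1 the paper reports more down-regulated regulatory genes in heat-tolerant genotypes, and, on the condition that this observation is correct, proposes that a systemic down-regulation of DNA replication and gene expression machineries goes with tolerance of thermal stress.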

Because stressfully-high temperatures in aquatic ectotherms exacerbate the discordance between metabolic oxygen demand and oxygen solubility [18–20], we hypothesize that the observed down-regulation may be the molecular mechanism of metabolic compensatory reaction [28] to nearly lethal temperature. This finding is consistent with the growing body of evidence from yeast [30] and *Drosophila* [9] indicting that high temperature (as well as other stressors) can elicit genome-wide down-regulatory responses. The fact that this reaction is observed in heat-tolerant, but not in heat-sensitive genotypes suggests that it may be the causative mechanism of heat tolerance and not a direct non-adaptive effect of high temperature. This finding is in a striking disagreement with the results of a recent study on *Drosophila* suggesting that tropical (i.e., adapted) populations are more likely to exhibit up-regulation of genes at 30°C than temperate populations [9]. Levine et al. [9] argued that this result suggests higher genome-wide levels of gene expression at temperatures most commonly experienced in the region of origin. The difference between our study and Levine et al. [9] may reflect real biological and ecological differences between the study organisms. Perhaps since *Drosophila* can escape overheating by behavioral thermal regulation they may show a different transcriptional response to stressful elevated temperature than do *Daphnia* from small ponds. The aquatic thermal environment is variable through time, but at any particular time point it is homogeneous compared to the terrestrial environment

How confident can we be that the observed differences between the two Northern, heat-sensitive and the two Southern, heat-tolerant genotypes are indeed functionally related to the evolutionary history of temperature adaptation in these spatially distinct populations? Certainly a larger sample size (feasible with RNAseq approaches, but logistically difficult within the microarray approach employed here) could have provided stronger evidence. There are two arguments that provide some support for the conclusion that the observed patterns are not independent from the evolutionary history of the populations used in this study. First, local populations of *D. pulex* in North America have long been known to show a high degree of populations subdivision, swamping the north–south differentiation [35]. This observation suggests that it is not likely that the two Southern or the two Northern genotypes, each derived from different local populations, have a recent common origin. Thus, the potentially confounding factor of phylogenetic relationship is likely minimal and our sample size is two per geographic region. Second, heat tolerance has been shown to be highly correlated with the climatic conditions and/or latitude, using a larger number of clones, both in N. American *D. pulex* [36] and on world-wide sample in a congeneric *D. magna* [37]. Still, given the low number of replicates, the geographic patterns described here should be treated as a suggestion, not a solid proof of local adaptation to thermal environment.

The fact that DNA repair pathways appeared to be down-regulated, opens an intriguing possibility of a mutagenic effect of high temperatures in those genotypes that demonstrate such down-regulation. The rate of spontaneous mutation is likely to be higher at elevated temperatures for thermodynamic reasons and the down-regulation of DNA repair should exacerbate this effect. As a consequence genotypes down-regulating DNA repair pathways in response to elevated temperatures may survive periods of high temperature at a cost to a greater mutational pressure.

In a recent study, DNA repair in *Daphnia* has been shown to be much less effective at 20°C than at 10°C [38]. It is, however, not obvious that the down-regulation of DNA repair pathways observed in this study is a manifestation of the same phenomenon. Firstly, in [38] photoreactivation repair of UV damage was measured, while differential expression of photoreactivation pathway has not been detected here. More importantly, the cited study detected the decrease in DNA repair efficiency at the temperature (20°C) that is close to the optimum and far below the substressful temperature at which the down-regulation of DNA repair pathways has been observed in this study.

Several *a priori* expected signals of acclimation to higher temperature are apparent in either all genotypes or in the heat-tolerant genotypes only. These signatures include changes in lipid metabolism potentially indicative of the change in membrane and storage lipid composition – a possibility that warrants a joint transcriptome and lipidome analysis in heat-acclimated *Daphnia*. Another such pathway related to lipid metabolism is the terpenoid-quinone biosynthesis pathway. Unlike many differentially expressed pathways, this pathway was found to be up-regulated when all clones were considered together. Yet, in the separate analysis of Northern and Southern genotypes, this pathway was found to be down-regulated in Northern, but not in Southern genotypes through differential expression of a different enzyme. This observation seems to indicate that during acclimation to high temperature *Daphnia* regulate the terpenoid biosynthesis pathway in a complex way. Both reactions with detected differential expression feed into the sesquiterpenoid biosynthesis pathway leading to methyl farnesoate hormone – a signal molecule known to induce male production [39] as well as regulating the production of haemoglobin in *Daphnia* [25, 40]. How this rearrangement of the terpenoid biosynthesis pathway may fine-tune methyl farnesoate is unknown, but it is quite possible that such a rearrangement may play an important role in temperature dependent haemoglobin expression regulation and the reproductive switch to male production.

A recent study [8] of adaptation and plasticity of gene expression in response to alcohol stress in *Drosophila* reported canalization of gene expression for practically all instances of significant GxE interactions. In contrast, in this study we found approximately equal number of significant T*geo interactions in which the “evolved” (heat-tolerant) genotypes had stronger transcriptional plasticity than the “naïve” (heat-sensitive) genotypes and vise versa. 

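Whatever the p-value, 18569 of 29544 genes (62.9%) had a larger absolute log2 fold change in the Southern clones and 10975 in the Northern, and 8529 had opposite signs in the 2 regions. At an unadjusted p under 0.05 for T*geo, the response was larger in the Southern clones in 1745 genes and in the Northern in 583, while among the genes that passed the side of the majority turned without clone C, with 16 larger in the Southern and 50 in the Northern clones. Just short of the threshold, the undescribed JGI_V11_119876 had a log2 fold change of 0.10 in the Southern and 4.34 in the Northern clones, a difference of -4.24 (standard error 0.81, adjusted p = 0.064), and JGI_V11_107568 had 0.44 and -3.67, a difference of 4.11 (standard error 0.83, adjusted p = 0.076). The zinc-binding oxidoreductase JGI_V11_45308 had a difference of 2.27 (standard error 1.04) and did not pass (adjusted p = 0.61).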

We have previously noted gene specific variation in the pattern of expansion and reduction in the plasticity of gene regulation in the context of pigmentation genes in *Daphnia* [2]. In our current study it appears that temperature-specific differential expression in *Daphnia* may be evolving through both canalization of plasticity and through an adaptive increase of plasticity. It should be noted that it may be hard to detect enhanced plasticity in selected phenotypes because of the ‘Fry conjecture’: selected genotypes are better at handling stress, thus the “internal” stress indicators may not be sufficient to induce expression changes, thus creating a false indication of canalization. This conjecture was proposed by J. Fry to explain lower transcriptional responses to ethanol exposure in ethanol-selected populations than in the controls [8]: ethanol-tolerant genotypes have a higher ethanol-detoxifying ability and thus experience lower internal concentration of ethanol and acetaldehyde, resulting in weaker transcriptional response in other genes. While plausible for xenobiotic stressors (such as alcohol), this mechanism can also work for temperature: certainly heat-tolerant genotypes experience the same temperature, but they may experience a milder level of any downstream parameters (oxygen concentration in tissues, degree of oxidative damage etc.) that may act as transcriptional triggers than the heat-sensitive genotypes. Thus, the question about canalization vs. expansion of plasticity in response to selection will remain not fully resolved until specific trigger mechanisms measurable in ancestral and evolved genotypes can be identified.

In our genome-wide analysis, the samples clearly form four separate clouds in the space of the first three principal components. These four clouds correspond to the two temperatures and two geographic origins (North vs. South), with a few exceptions (Figure 4A). 

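Over all genes, and not on the first 3 principal components alone, the 18°C and 28°C centroids lay 84.3 apart in the Southern and 60.2 in the Northern clones. By clone the distance was 83.5 in B, 112.9 in K, 67.7 in C and 78.1 in E, so both Southern clones exceeded both Northern clones. Samples lay on average 72.9 from the centroid of their region and temperature in the Southern clones and 61.8 in the Northern. With 2 clones against 2 no exact test can pass the threshold, the smallest two-sided p being 0.333. The 3 samples of clone C that carry the probe pattern of clone K are among the Northern samples.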

The separation of points corresponding to the two temperatures appears to be stronger in the Southern (tolerant) than in the Northern (sensitive) clones, suggesting overall expanded expression plasticity, i.e., Baldwin effect. One of the genotypes (C) stands out by having three of its biological replicates located in the “wrong” (Southern) cloud. Barring a possibility of mislabeling (unlikely, as only PC2 is affected), this placement may indicate that there are two distinct syndromes, or patterns of gene expression, one typical for the two southern clones and the other typical for the two northern clones, with some clones switching between the two modes haphazardly, with no relation to current temperature. 

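The 3 samples of clone C on the Southern side carried 0.91 (18°C replicate 1), 0.95 (28°C replicate 1) and 0.93 (18°C replicate 3) of the probe pattern of clone K, whereas the other 3 samples of clone C carried 0.04 to 0.06 of it and 0.90 to 0.96 of the pattern of clone E. The probe pattern is the difference between the probes of 1 gene, which can differ between clones where a probe matches 1 genotype better, and it leaves out the level of the gene. It was read from 513 to 569 probes of genes with at least 3 probes, chosen in each replicate set from the other 2 sets without clone C. The 6 samples of clone K carried 0.81 to 1.00 of the K pattern. The lowest, K28 replicate 3, also carried 0.22 of the pattern of clone E, against -0.02 to 0.05 in the other K samples. Over 128 to 157 of these probes in genes whose level hardly differs between the clones, the 3 samples carried 0.89, 0.95 and 0.96 of it and the other samples of clone C 0.03 to 0.05. Between the K and C samples of 18°C, 317 and 377 probes were apart in replicate sets 1 and 3 and 1988 in set 2. The K samples of 18°C and 28°C were apart in 973 probes in set 1 and 1561 in set 3. The samples are used here under their labels throughout.

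**Figure D4:**
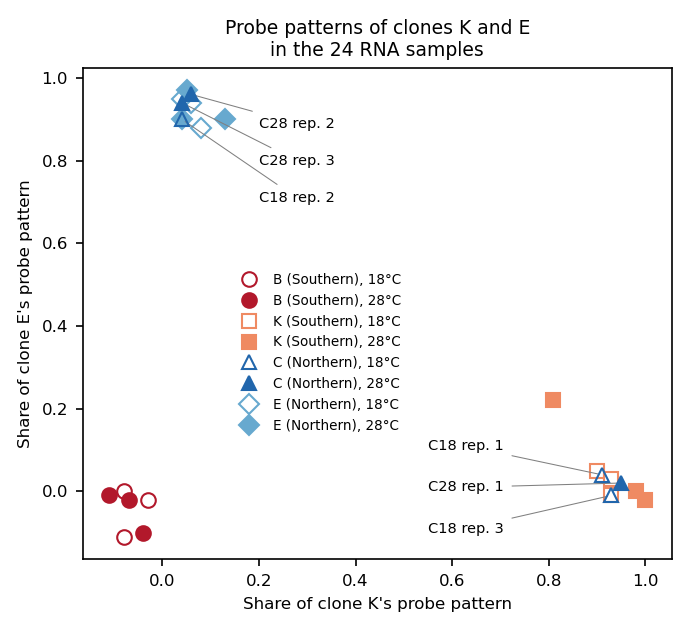
Share of the probe pattern of clone K and of clone E in each of the 24 RNA samples. Open symbols are samples at 18°C and filled symbols samples at 28°C.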

With this single exception, genotype-specific points (biological replicates) cluster together and the arrows connecting 18°C and 28°C centroids are remarkably parallel. In contrast, the summary 18-28°C arrows representing acclimation and the black-and-white arrows representing divergence and possible prior local adaptation (Northern vs. Southern) are not parallel, particularly on the plane of the first two principal components, indicating that selection operating on gene expression in nature may be orthogonal to the plastic response observed during acclimation. 

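Over all genes, the angle between the changes from 18°C to 28°C of 2 clones was 53.7° for B and E, 60.7° for K and C, 62.6° for B and K, 63.7° for K and E, 68.8° for C and E and 68.9° for B and C, and the error of the values, which widens these angles, was not taken off. On the first 3 principal components it was 8.5° for K and E, 10.9° for B and E, 14.0° for B and K, 27.0° for B and C, 31.4° for C and E and 38.9° for K and C. The 2 clones with the nearest directions come from different regions by either measure. Between the 3 replicate pairs of 1 clone, the correlation of the changes was 0.25 to 0.43 in B, 0.48 to 0.76 in K, -0.25 to 0.29 in C and 0.20 to 0.67 in E, and clone C includes the 3 samples that carry the probe pattern of clone K. The change of C replicate 2, which holds none of those samples, had r = -0.14 with the mean of the other clones. In the other pairs it was 0.20 to 0.66. Its scores on the first component were 31.1 at 18°C and 10.2 at 28°C, opposite in direction to the other pairs.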

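Over all genes the change from 18°C to 28°C and the difference between Southern and Northern clones had a cosine of -0.118, an angle of 96.8°, and over the 3 replicate sets the cosine had a standard deviation of 0.202. On the plane of the first 2 principal components the cosine was -0.521, an angle of 121.4°. The difference between regions rests on 2 clones each, and 3 of the 6 samples of the Northern clone C carry the probe pattern of the Southern clone K.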

One possible explanation of for this is that the plastic genes, due to their plasticity, are shielded from the natural selection operating on the adaptation to elevated temperatures.

## Conclusion

Numerous metabolic and regulatory pathways are regulated during long-term acclimation to high temperature in *D. pulex*. More genes are down-regulated than up-regulated and this effect is stronger in the two Southern, heat tolerant genotypes than in the two Northern, heat sensitive genotypes, suggesting metabolic compensation as a possible acclimation mechanism. Widespread down-regulation of gene expression and DNA repair pathways may represent a “last-resort” survival tactic in organisms facing a trade-off between long-term and short-term survival. Finally, there was a mixture of genes showing reduced plasticity (i.e., canalization) of gene expression in response to temperature and genes that exhibit increased plasticity.

## Methods

### Genotype provenance and acclimation experiment

We chose four genotypes representing two extremes of the heat tolerance gradient measured in [36]: heat tolerant genotypes BW102 (hereafter B) and KSP3 (hereafter K), originated from Illinois and heat sensitive clones EB1 (hereafter E) and CHQ3 (hereafter C), originated from Minnesota and Wisconsin, respectively. These two pairs of genotypes will be hereafter referred to as “Northern” (N) and “Southern” (S) clones. Although the latitudinal difference between N and S clones is only 4–6 degrees, and the difference in average July temperatures is only 2-5°C, there is a significant difference in temperature tolerance between the two pairs of genotypes (Table 2). This difference is likely associated with the microclimate difference between their habitats of origin. Northern ponds are located in wooded areas and are likely to remain cooler during the summer months than the smaller, shallower and more exposed ponds in prairie zone, from which the Southern clones were sampled [36].

**Table 2:** **Genotype origin and characteristics**

Genotype ID	Pond/Lake	State	Lat °N	Long °W	July °T	Performance at 37°C		
						T_imm_	SE	M
BW102	Busey Woods	Illinois	40°07′	88°12′	24.0	2.53	0.053	0.50
KSP3	Kickapond	Illinois	40°06′	88°14′	24.0	2.52	0.054	0.28
CHQ3	Chequamegon	Wisconsin	46°19′	90°54′	19.0	1.89	0.069	0.66
EB1	Eloise Butler	Minnesota	44°59′	93°19′	22.2	1.97	0.046	0.82

Average July temperature: long-term average from the nearest weather station.

Time until immobilization in hours (T_imm_) and mortality (M, loss of heartbeat after 3 hours of exposure) were measured at 37°C in Daphnia acclimauted to 24°C. See [36] for details.

Three replicates of each of the four genotypes were maintained by parthenogenetic reproduction for two generations at either 18°C or 28°C in 150 ml bottles containing COMBO water medium [41] under a 12 L:12D photoperiod. It is worth mentioning that the 28°C treatment is not lethal. While this temperature is detrimental to survival it still allows continuous maintainance and reproduction of organisms allowing for multigenerational acclimation. Food in the form of *Scenedesmus acutus* culture was added daily to the final concentration of 200,000 cells/ml. The medium was replaced and neonates removed twice weekly. To establish the experimental generation, 20–30 second or third clutch offspring of the second-generation females were collected within 48 hours of birth and placed in bottles containing 150 ml of COMBO medium. These third generation individuals were screened after reaching the age of 12–15 days and females with early development stage clutches (round uniformly dark eggs with smooth edges; <24 hours after clutch deposition) were selected for the microarray experiment and stored in liquid nitrogen.

### RNA extraction, reverse transcription, labeling and array hybridization

To assess patterns of gene expression, we used the NimbleGen *D. pulex* Expression Array 12×135k (GEO Accession GPL11278; [42]). Briefly, this platform is a high-density NimbleGen (Roche-NimbleGen, Inc., Madison, WI, USA) gene expression microarray of 12 identical arrays prepared by Maskless Array Synthesizer. Each array contains 137,000 isothermal probes interrogating 35,665 genes. Each predicted and experimentally validated gene is represented by as many as three unique probes, while the remaining probes are designed from transcriptionally active regions (TARs) whose gene models are not yet known.

Third-generation acclimated adult females (10 – 12 individuals) with early stage clutches were homogenized in TRIZOL Reagent (Invitrogen, Carlsbad, CA). The homogenate was purified using Qiagen’s RNeasy Mini Kit (Qiagen,Venlo, Netherlands) with on-column DNAse treatment to isolate total RNA. Beginning with 1.0 μg of total RNA, a single round of amplification using MessageAmpTM II aRNA kit (Ambion, Austin, TX) was performed for each RNA sample. cRNA (10 μg) was converted to double strand cDNA with random primers using the Invitrogen SuperScript Double-Stranded cDNA Synthesis kit (Invitrogen, Carlsbad, CA). From 1 μg double-stranded cDNA, labeled cDNA was generated with NimbleGen’s Dual-colour Labeling Kit (Roche NimbleGen, Inc., Madison, WI). The replicates of each treatment (28°C) and control (18°C) for each geographic origin (Northern and Southern) were alternatively labeled and a dye swap was included among the replicate experiments. Dual-colour hybridization, post-hybridization washing and scanning were done according to the Roche NimbleGen’s instructions. Images were acquired using a GenePix 4200A scanner, 5 μm resolution, and GenePix 6.0 software (Molecular Devices, Sunnyvale, CA). The data from these arrays were extracted using the software NimbleScan 2.4 (Roche NimbleGen, Inc., Madison, WI). Because we were interested in the expression patterns that describe the adaptive differences between the genotypes and the plastic differences within a genotype, we used four competitive hybridizations that define these axes (Northern at 18°C vs. Southern at 18°C; Northern at 28°C vs. Southern at 28°C; Northern at 18°C vs. Northern at 28°C; Southern at 18°C vs. Southern at 28°C) in a loop design where each hybridization was replicated three times with one dye-swap nested in each set of replicates.

### Statistical analysis

The NimbleGen array image data were processed using NimbleScan version 2.5 to extract probe intensity values. Gene expression values (i.e., gene intensity value) were obtained from a summarization of intensity values of all corresponding probes using the RMA (Robust Multi-array Average) method. The pre-processed microarray data were imported into an in-house analysis pipeline using Bioconductor for normalization and analysis [43]. All genes were quantile-normalized across arrays, samples, and replicates [44]. Differential expression was assessed using LIMMA and EBarrays [45, 46] using the median signal of probes representing genes. EBarrays uses a parametric mixture model to calculate the posterior probability of differential expression for arbitrarily complex experimental designs. To determine the significance of expression differences, and adjust for multiple testing, we calculated the False Discovery Rate (FDR; [33] for each gene using the Bioconductor LIMMA package.

The following general linear model was utilized to test for the significance of acclimation temperature (T, 18°C vs.28°C, d.f. = 1), geographic origin (geo, N vs. S, d.f. = 1) and clones (nested within geo, d.f. = 2) on expression (E):

E = T + geo + clone(geo) + T*geo + T*clone(geo) + e;

clone(geo) and T*clone(geo) were treated as random effects. T effect and T*geo interaction were tested against the T*clone(geo) interaction term. Whenever the T*clone(geo) interaction did not approach significance (P > 0.2) the mean squares (MS) associated with it were pooled together with the residual MS and the T effect was tested against the pooled MS [47].

To test for the differential expression present within the N and S clones separately, the MS associated with the T effect were tested against the T*clone interaction within each geographic region. As before, non-significant T*clone MS were pooled with the error MS. Alternatively, paired t-tests were used to compare expression levels in both clones at one temperature to those at the other (equivalent to pooling both the clone MS and the interaction MS with the error MS). The results were remarkably similar; t-tests results are not reported, as they are less conservative. In all cases the results were screened by the False Discovery Rate correction for multiple testing [33].

Lists of differentially expressed genes, in the form of their clusters of orthologous groups (KOG) IDs [34] were submitted to the iPATH web server [48] to generate maps of metabolic and regulatory pathways affected by the differential expression. Fisher’s exact test was used to determine whether a particular pathway was overrepresented among the differentially expressed genes (with the number of non-differentially expressed genes implicated in the given pathway, among total number of non-differentially expressed genes in the dataset as the reference).

All analyses were conducted using JMP 9.0 and JMP Genomics 3.0 (SAS Institute, Gary, NC, USA).

### Availability of supporting data

The data set(s) supporting the results of this article are available as the Additional file 1 included with the article (the list of genes with at least one test significant (FDR < 0.05), including expression data and annotations); expression data are available at GEO (http://www.ncbi.nlm.nih.gov/geo; Accession number GSE53692); gene annotations can be downloaded from http://wfleabase.org.

## Authors’ information

LYY, MEP, and JKC are faculty at, respectively, ETSU, U. of Note Dame and U. of Birmingham; JL is a Laboratory Program Manager at ND, EZ was a Managing Director of the Genomics & Bioinformatics Core Facility at ND and is currently faculty at the University of South Dakota; PJW and KBD were, at the time the study was conducted, a master and an undergraduate student, respectively, at ETSU; currently they are, respectively, a lecturer at Lenoir-Rhyne University and a medical student at ETSU Quillen College of Medicine.

## Electronic supplementary material

Additional file 1: **Expression data and genomic annotation for genes with at least one significant test.** Complete data in http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE53692. Columns: 1 - Gene ID; 2-25 - expression data (log2 transformed); 26-44 - genomic annotation; 45-57 Data analysis (See Header tab for details).

## Abbreviations

GxE: Genotype by environment
KOG: (Eukaryotic) clusters of Orthologous Groups
FDR: False Discovery Rate
N: North
S: South
PC: Principal component
E: Expression level
T: Temperature
Geo: Geographic origin
E: Error
MS: Mean squeares
HSP: Heat shock proteins.

How the deposited data were processed for this re-analysis (not part of the article)

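Gene expression was measured in whole adult females of 4 clones of Daphnia pulex, 2 Southern (B and K, heat tolerant) and 2 Northern (C and E, heat sensitive), acclimated to 18°C or 28°C, with 3 biological replicates of each clone and temperature. The 24 RNA samples were compared on 36 dual-colour NimbleGen arrays, 12 for each of 3 replicate sets, and each RNA sample was hybridized to 3 arrays within its set. Clone and temperature of each channel were taken from the titles and channel labels of the arrays. In 2 of the replicate sets the numbers 2 and 3 are exchanged between titles and channel labels, which leaves the sets the same, and replicate numbers given here are those of the titles.

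The values in the array files are log ratios that the authors deposited, Cy5 over Cy3 for each probe of 60 bases, and they were taken as log2. According to the paper, the authors scanned the arrays with a GenePix scanner, extracted probe signals with NimbleScan, normalized signals by quantiles across arrays, summarized genes by RMA and tested them with LIMMA, EBarrays and an analysis of variance. How the deposited log2 ratios were corrected for background, normalized and logged is stated neither in the paper nor in the series record. The mean of each array lies close to 0, medians range from -0.0472 to 0.0397 and standard deviations from 0.485 to 0.926. On all 36 arrays the ratios of genes correlate positively with the differences between the expression values of Additional file 1, with r from 0.637 to 0.946, so the order of the dyes and the labels fit that table. The slope on those differences is 0.650 over all genes and rises with the level of the gene, from 0.407 in the lowest of 5 level classes to 1.12 in the highest, so the base of the logarithm could not be settled from it. The temperature log2 fold changes of that table had a slope of 1.08 on those here, with r = 0.919, which is close to an equal scale. Another base would scale every log2 fold change given here and would change no p-value.

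Each array carries 134558 probes, of which 80142 lie in 29544 gene models and 54416 in transcriptionally active regions outside gene models. Of the gene models, 20772 have 3 probes, 8414 have 2, 170 have 1 and 188 have more than 3, up to 9. The table of the whole series holds the same values as the array files. With ratios alone there is no signal over background, so no gene was left out as unexpressed, and no depth per sample can be given. Across the 36 arrays the correlation of 2 probes of 1 gene had a median over genes of 0.528, against 0.0024 for probes of different genes. The technical variance of an array ratio had a median of 0.0581 (15 degrees of freedom), or 0.0380 with a dye term, against 0.0553 for the residual variance between RNA samples.

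From the files, the probes of each gene were combined over the 36 arrays by median polish, and the 12 ratios of each replicate set were turned by least squares into 8 values for its RNA samples, which sum to 0 within the set. limma 3.58.1 in R 4.3.3 was then fitted with terms for clone, temperature within region and replicate set (16 residual degrees of freedom), and in each region with clone, temperature and replicate set (7). Before the data were examined, a model without a term for the replicate set had been chosen. The files turned out to hold ratios within sets alone, so that values carry no level across sets, and the term was added for that reason. The model without it is given among the alternatives. P-values were adjusted over 29544 genes by the method of Benjamini and Hochberg, with a threshold of 0.05. Pairs of samples are the 28°C and the 18°C sample of the same clone and replicate number, 12 in all and 6 in each region, and are used to count directions.

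Comparisons were 28°C against 18°C over all clones, in the Southern clones and in the Northern clones, the difference between the 2 regional responses (T*geo), and K against B and E against C. Correlations between regional fold changes run across genes, which are not replicates. Principal components were computed on values centred by gene, and no test was made on them, since an exact test of 2 clones against 2 cannot pass the threshold. Probe patterns of the clones were read from genes with at least 3 probes, as the deviation of each probe from the median of its gene, over probes chosen in each replicate set from the other 2 sets without clone C.

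The genes named were chosen by a rule set before the array files were opened. For all clones, the Southern clones, the Northern clones and T*geo, it takes the 10 largest increases and the 10 largest decreases among genes with a functional description that pass the threshold with the same sign in every pair (no pair rule for T*geo), the 2 largest in each direction whatever their description, each gene that the paper names and that could be matched by its description, and up to 4 genes of each gene list. Values of the genes in the copy of Additional file 1 had been seen when the rule was written. Descriptions come from that copy, which lacks 1110 of its 1994 genes and describes 517 of the rest. The locus tags of the RefSeq table matched 0 of the gene models. The gene lists were written beforehand as word patterns on the descriptions: DNA replication, DNA repair, RNA polymerases and basal transcription factors, splicing, ribosomal proteins, ribosome biogenesis, translation factors, aminoacyl-tRNA synthetases, proteasome, ubiquitin pathway, RNA degradation, ABC transporters, fatty acid metabolism, terpenoid and steroid synthesis, oxidative phosphorylation and citric acid cycle, N-glycan synthesis, nucleotide metabolism, amino acid metabolism, heat shock proteins and chaperones, cytochrome P450, haemoglobins, antioxidant enzymes, digestive proteases, cuticle and chitin, vitellogenins, histones, muscle, photoreception and neuron, and retinol metabolism. The study chose the genes of Additional file 1 for a significant test on these samples, so list members are counted and no test of a list was made, and KOGs could not be counted.

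The fit was tested on simulated data built from the arrays' own loop design and noise. Without any changed gene, 6.94% of genes had an unadjusted p under 0.05 for all clones, 4.64% for the Southern, 4.87% for the Northern clones and 3.48% for T*geo, and 0 passed after adjustment. With changed genes added, 23 of 266 genes that passed for all clones were unchanged ones, 11 of 222 in the Southern clones, 5 of 99 in the Northern and 2 of 88 for T*geo. Of genes changed 2-fold, 86% passed for all clones, 71% in the Southern clones, 66% in the Northern and 60% for T*geo, and of genes changed 1.5-fold 80%, 42%, 30% and 16%. The adjusted threshold depends on how many genes pass, which was 5841 for all clones and 20 for T*geo in the data. These shares are therefore not the shares to be found in the data.

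Alternatives were a dye term, the median or the mean of a gene's probes, centring each array on its median, scaling between arrays, no term for the replicate set, T*clone as a fixed term, the analysis of variance of the Methods (T and T*geo against T*clone within region, pooled where its P is over 0.2), the same test for every gene, q-values of Storey (lambda 0.5), the adjustment of Benjamini and Yekutieli, t-tests in each region, regional effects from the joint fit, each sample and each clone left out in turn, the 12 arrays that hold both temperatures of 1 clone alone, and the data without the 3 samples of clone C that carry the probe pattern of clone K. Loess and quantile normalization of intensities, background correction and a filter on dim genes could not be run on ratios. Other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.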

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

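All tests of explanations in this part, and the counts over other splits of the samples, were chosen after the results were seen.

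A sample far from the others of its group is the 28°C replicate 1 of clone C, with a score of 36.6 on the second principal component where the other Northern samples at 28°C lie between -51.4 and -28.9. It was found among 16 groups of 6 samples, by a test of the distance to the nearest other sample that a group without any outlier passes about 1 time in 20. Together with 18°C replicates 1 and 3 it forms the 3 samples of clone C on the Southern side. RNA of clone K in these 3 samples is a candidate explanation: each carries at least 0.91 of clone K's probe pattern, and the other samples of clone C at most 0.06. Those other 3 carry 0.90 to 0.96 of the pattern of clone E, and without the 3 samples on the Southern side 0 genes differed between E and C (limma, 2206 at an unadjusted p under 0.05). In replicate 2, 417 to 628 probes lay more than 1 log2 unit apart between a C and an E sample, against 641 between the 2 E samples, and in replicate 3 it was 1314 and 1850, against 857. No value here tells whether clone C is like E in its probes or these samples hold RNA of E, so the label C is in doubt for all 6 samples, and the Northern counts may rest on clone E and RNA of clone K. The paper proposes a switch between 2 syndromes of expression. Such a switch of whole genes would leave the probe pattern alike in all samples of clone C if probes of 1 gene respond alike. Over genes whose level hardly differs the share was still at least 0.89, which argues against it under that condition. The median correlation of 2 probes of 1 gene was 0.528, so the condition is not assured and the switch is not excluded. A switch in exon use also stays open. An exchange of labels between C and K is excluded only if RNA of clone C lacks K's pattern, since the 6 samples labelled K carry at least 0.81 of that pattern. The K sample with that lowest share, K28 replicate 3, also carries 0.22 of the pattern of E, and the source of this was not tested.

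More genes passed in the Southern than in the Northern clones (3398 against 584), a difference between groups. A larger spread between Northern samples was not seen over genes at large, since their median residual standard deviation was 0.953 times the Southern. A median over all genes does not show the spread in the genes near the threshold. Leaving out C18 replicate 2 raised the Northern counts from 300 higher and 284 lower to 464 and 465, so spread in those genes stays open. Leaving out the 3 samples of clone C that carry K's pattern gave 592 Northern genes, and leaving out the matching 3 samples of B or K gave 634 or 16 Southern genes, and of E 1 Northern gene, so their part stays open. The response of clone K alone also stays open, since 27 genes passed in clone B without it, 1326 in K, 718 in E and 0 in C (limma, 1863 at an unadjusted p under 0.05), while in 1 model of all 24 samples clone B, with 436 higher and 424 lower, also had more genes than E (167 and 176) or C (92 and 62), and K had 1739 and 2146. The wider spread of Southern fold changes is not explained by the 3 samples, since the Northern standard deviation less error was 0.278 without them, and no Southern value was under 0.402 with 3 samples of a clone left out.

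A difference between the regions in the response to 28°C passed in 20 genes. By the rule for naming genes these include JGI_V11_305249 (log2 difference 1.89, standard error 0.34, adjusted p = 0.040), JGI_V11_107058 (1.87, 0.27, 0.0071), JGI_V11_47321 (0.94, 0.13, 0.0045), JGI_V11_248152 (-2.16, 0.35, 0.022) and JGI_V11_326982 (-4.53, 0.81, 0.040). In an analysis of variance of T*geo against T*clone for every gene 0 passed (1419 at an unadjusted p under 0.05), and in that of the Methods, which pools some T*clone, 3 did, so with 2 clones in each region a difference of single clones is not excluded. The 3 splits of the 4 clones into 2 groups of 2 are too few for a test: the real split gave 20 genes, the other 2 at most 0 (limma), and 1 of 3 splits was as large.

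A signal in data the paper did not analyse lies in the probes of transcriptionally active regions outside gene models, where 6705 of 54416 probes passed for temperature over all clones (12.3%, 3164 higher and 3541 lower at 28°C) and 6 for the difference between regions. In 100 splits that exchange the temperatures within pairs, 1 was as large, the real one, and the highest other split gave 934, so chance alone is an unlikely source of the count. Whether these probes lie in unannotated exons of neighbouring genes was not tested.

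Over other splits of the same samples, the real split gave the largest count in each comparison. For temperature over all clones it gave 5841 genes, against 3243 in the highest other of 100 splits. In the Southern clones it was 3398 against 59 of 32, and in the Northern 584 against 0 of 32 (limma). Between K and B it was 6428 against 852 of 32, and between E and C 98 against 11 of 32. With 32 splits, 1 of 32 is the smallest share possible, so chance is unlikely there and not excluded. The splits do not address the labels of clone C, on which the count between E and C depends.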

How the results depend on the processing

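Alternatives named in the design were chosen before the data were examined, and the mean of probes, scaling between arrays, the fit without the 3 C samples and the direct arrays were added after the results were seen, as were several combinations of a listed alternative with a further result. Of 262 alternative values of counts and summaries, 142 stayed the same and 120 moved, and with 1 sample left out 113 of 264 moved. A count stayed the same if within 1.5 times. The correlation, component share and cosine did if within their standard deviation over replicate sets or left-out samples. A count cannot change sign, so no reversal could be seen in it, but some majorities turned, as given below. A dye term and the median of probes moved none of the counts. Named genes reversed in no setting: of those that passed, 69 of 72 over all clones, 21 of 23 in the Southern, 8 of 24 in the Northern clones and 2 of 5 for T*geo passed in each fit with 1 sample left out. Centring each array on its median turned the majority to 2864 higher and 2821 lower genes over all clones and to 1718 and 1526 in the Southern clones. Where no construction is named below, the cause was not tested. Counts are given as higher and lower at 28°C, and T*geo counts as larger in the Southern and in the Northern clones.

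With no replicate block in the model, against the model with the replicate block: Northern 479 and 527, T*geo 61 (35 and 26), both regions 256 and 274, E against C 486.

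With T*clone as a fixed term: T*geo 102 (54 and 48), K against B 3608, E against C 0 (limma, 3815 at an unadjusted p under 0.05). With the analysis of variance of the Methods: all clones 1167 and 1899, Southern 332 and 439, Northern 26 and 20, T*geo 3 (2 and 1), both regions 7 and 2. With temperature against T*clone for each gene, where the clones are the only replicates: 0 in each comparison (4553 genes at an unadjusted p under 0.05 over all clones, 2262 Southern, 2138 Northern, 1419 T*geo). With Storey q-values of the analysis of variance: all clones 1532 higher, Southern 420 and 611, Northern 46 and 30, T*geo 3 (2 and 1), both regions 12 and 4. With the Benjamini-Yekutieli adjustment: all clones 862 and 1075, Southern 219 and 151, Northern 24 and 17, T*geo 4 (3 and 1), both regions 9 and 1.

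With t-tests, adjusted: Southern 686 and 909, both regions 95 higher. Unadjusted, a looser threshold by construction: Southern 2874 and 3964, Northern 1796 and 2681, both regions 776 and 1291. With regional effects from the joint fit: Northern 451 lower, both regions 272 lower.

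Without clone B, Southern 800 and 526, T*geo 313 (295 and 18), both regions 93 and 46. Without clone K, all clones 1067 and 1189, Southern 21 and 6, T*geo 38 (25 larger in the Northern), both regions 2 and 0, E against C 28. Without clone C, all clones 1859 lower, Northern 510 higher, T*geo 66 (50 larger in the Northern), both regions 44 lower. Without clone E, all clones 792 and 753, Northern 0 and 0 (limma, 1863 at an unadjusted p under 0.05), T*geo 0 (1409), both regions 0 and 0. Without the 3 C samples that carry K's probe pattern, all clones 2195 lower, T*geo 209 (66 and 143), both regions 97 and 40, E against C 0 (2206 at an unadjusted p under 0.05), correlation of regional fold changes 0.464. With the 12 direct arrays alone: Southern 677 and 508, Northern 160 lower, T*geo 1 (1 and 0, with 2717 at an unadjusted p under 0.05), both regions 93 and 36.

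With the mean of probes, E against C 57. With scaling between arrays, T*geo 12 (8 larger in the Southern), both regions 183 lower, E against C 58. The first 3 principal components held 44.9% with genes at unit variance and 88.9% over the genes of Additional file 1, which were selected for a significant test.

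With 1 sample left out, lowest and highest: Southern higher 754 (K18 replicate 3) to 1703 (B28 replicate 2), lower 708 (K18 replicate 3) to 1721 (B18 replicate 2). Northern higher 113 (E18 replicate 2) to 464 (C18 replicate 2), lower 70 (E18 replicate 2) to 465 (C18 replicate 2). T*geo 8 (K18 replicate 1) to 79 (C28 replicate 1), larger in the Southern 6 (K28 replicate 2) to 35 and in the Northern 1 (K18 replicate 1) to 44 (both C28 replicate 1). Both regions higher 69 (E18 replicate 2) to 252, lower 23 (E28 replicate 1) to 262 (both C18 replicate 2). E against C 12 (C18 replicate 1) to 1238 (C18 replicate 2). Counts over all clones (1913 to 2871 higher, 2539 to 3724 lower) and between K and B (5177 to 6539) did not move by 1.5 times.

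Not run: loess and quantile normalization, background correction and a filter on dim genes, since the files hold no intensities, so the effect of weak signals is unknown. The series table holds the same values as the array files, a ratio already removes the array effect, and a test of gene lists needs descriptions of the whole array.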

Differences from the paper's values

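The paper's counts are set beside those from limma on the deposited ratios. An alternative chosen before the data were examined is named where it came within 1.5 times of the paper's value, which does not show that it is the reason, and the cause of the differences was not tested. The paper tested normalized intensities of 29212 genes, and here 29544 gene models were tested on ratios.

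Over all clones the paper reports 907 genes up-regulated and 1549 down-regulated at 28°C, against 2473 and 3368 here. Of 37 alternatives, 4 came near for up-regulated genes (the analysis of variance of the Methods, the Benjamini-Yekutieli adjustment, and the data without clone K or without clone E) and 4 for down-regulated genes (the first 3 of these and the data without clone C).

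In the Southern clones the paper reports 765 up-regulated and 965 down-regulated genes, against 1582 and 1816. Of 26 alternatives, 10 came near for each: adjusted t-tests and the data without K28 or K18 of any replicate, or B18 or B28 replicate 3, in both, without clone B for up-regulated and without B28 replicate 1 for down-regulated genes. In the Northern clones it reports 100 and 136, against 300 and 284. Of 26 alternatives, 4 came near for up-regulated genes (without E18 or E28 replicate 1, E18 replicate 2 or E28 replicate 3) and 7 for down-regulated genes (without C18 replicate 1 or 3, C28 replicate 3, E18 replicate 1 or 3, or E28 replicate 2 or 3).

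In both regions the paper reports 46 up-regulated and 23 down-regulated genes, against 162 and 116. Data without E18 replicate 2 came near for both, and data without E18 or E28 replicate 1 for down-regulated genes. In the Southern clones alone it reports 719 and 942, against 1420 and 1700, and the same samples of K and of B replicate 3 left out came near for each, with B28 replicate 1 for down-regulated genes. In the Northern clones alone it reports 54 up-regulated genes, against 138, and data without E18 or E28 of any replicate, or without C18 replicate 3, came near.

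For T*geo, Figure 3 shows, by eye, about 30 genes with a larger response in the Southern clones and about 20 with a larger response in the Northern, against 16 and 4 here. For the first, no replicate block in the model and data without B28 replicate 1, C28 replicate 1 or B18 replicate 2 came near, and for the second, no replicate block did. Figure 4 gives about 17% of the variance for the first principal component, against 26.7% here, and the text gives 42.2% for the first 3 together, against 61.8% here and 44.9% with genes scaled to unit variance.

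In direction, the paper describes ribonuclease H, the large subunit of RNA polymerase II, an RNA polymerase subunit E, splicing factors of the RRM and SR families, E3 ubiquitin ligase and the exonuclease HKE1/RAT1 as exceptions to the down-regulation, and calls ribonuclease H, E3 ubiquitin ligase and HKE1/RAT1 up-regulated. Here ribonuclease H (log2 fold change -0.44, standard error 0.080, adjusted p = 9.7e-04) and the SR factors JGI_V11_62581 (log2 fold change -0.77, standard error 0.086, adjusted p = 1.1e-05) and JGI_V11_109683 (log2 fold change -0.70, standard error 0.24, adjusted p = 0.049) were lower, and JGI_V11_38760, JGI_V11_102073, JGI_V11_41099, JGI_V11_95131, JGI_V11_98215 and JGI_V11_24169 did not pass, with log2 fold changes of -0.29, 0.09, -0.35, 0.35, 0.05 and 0.24. The RRM domain gene JGI_V11_107058, not described as a splicing factor, rose over all clones, by 1.70 to 1.89 (log2) with 1 sample left out. Of the 9 described splicing genes 3 had a positive fold change over all clones and did not pass. The paper describes ribosomal proteins as down-regulated and terpenoid and steroid synthesis as up-regulated, and the 3 and 2 genes found here did not pass (limma, 0 and 0 at an unadjusted p under 0.05). The 2 genes are an isopentenyl-diphosphate isomerase and a steroid reductase. The trans-pentaprenyl transferase that the paper names as up-regulated is not among them, so that enzyme was not tested. The paper states that down-regulated genes outnumbered up-regulated ones in each region, and here 48.6% of the Northern genes that passed were lower, though lower genes were the majority with scaling between arrays (391 lower, 376 higher), adjusted t-tests (51.8%), no replicate block in the model (52.4%) and a joint fit of both regions (53.3%). It states that T*geo genes split about equally, and here 80.0% were larger in the Southern clones, but the split was 54 Southern and 48 Northern with T*clone as a fixed term, and turned to 16 and 50 without clone C and to 66 and 143 without the 3 samples of clone C that carry the probe pattern of clone K. The arrows of the clones, which the paper calls parallel, form angles of 53.7° to 68.9° over all genes, where the error of the values widens them, and of 8.5° to 38.9° on the first 3 components, and the angle between acclimation and divergence, for which it proposes orthogonality, is 121.4° on the first 2 components and 96.8° over all genes. The paper's text places 2 samples of clone C at 28°C and 1 at 18°C on the Southern side, while Figure 4 and the values here have 1 at 28°C and 2 at 18°C.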

Other observations

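Of 17 described digestive proteases 7 were higher, 1 was lower and 9 did not pass over all clones at 28°C, with 11 positive and 6 negative fold changes (limma, adjusted p under 0.05, and the same when adjusted over the list alone), 7 and 1 in the Southern and 3 and 0 in the Northern clones, with the trypsins JGI_V11_46683 and JGI_V11_224273 at log2 fold changes of 1.54 (0.26, 6.2e-04) and 1.49 (0.19, 3.5e-05). Genes of photoreception and neurons were mostly higher, 5 of 8 with 2 lower, among them a sodium-neurotransmitter symporter, JGI_V11_101532, with 2.91 (0.51, 7.2e-04), and a glutamate receptor, JGI_V11_244965, with 0.63 (0.095, 2.1e-04), against -0.68 (0.12, 7.0e-04) for the synaptic vesicle protein JGI_V11_50627. They were 5 higher and 1 lower in the Southern clones and 0 in the Northern (limma, 3 at an unadjusted p under 0.05). Of 8 muscle genes 3 were higher (4 over the list alone) and 1 lower over all clones, 2 and 1 in the Southern and 0 and 1 in the Northern clones, with 2 genes described as projectin or twitchin, JGI_V11_198141 at 0.37 (0.070, 0.0014) and JGI_V11_107218 at -0.52 (0.078, 2.0e-04). With 1 sample of the region left out, the Northern calls of the 3 proteases JGI_V11_95985, JGI_V11_225511 and JGI_V11_224273 ended in 8, 9 and 2 of 12 fits (all 3 without E28 replicate 1) and that of JGI_V11_107218 in 11, and 1 of the 7 Southern proteases that were higher and 1 of the 5 such neuronal genes were lost in 10 of 12 fits each. Values in parentheses are the standard error and the adjusted p. The lists come from the study's selected genes, so they are no independent evidence of a direction.

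Oxygen and stress genes went both ways. Of 3 globins 1 was higher, JGI_V11_41289 with 0.69 (0.11, 2.8e-04), and 2 were lower over all clones, JGI_V11_223102 with -1.26 (0.22, 7.2e-04) and JGI_V11_99923, with 1 and 2 in the Southern and 0 in the Northern clones (limma, 3 at an unadjusted p under 0.05). Of 9 heat shock proteins and chaperones 1 was higher, the alpha crystallin JGI_V11_93031 with 1.08 (0.23, 0.0027), and 3 were lower, among them a DnaJ protein, JGI_V11_206490, with -0.55 (0.11, 0.0023), and the chaperonin subunit CCT2, JGI_V11_213377, with -0.50 (0.073, 1.5e-04). They were 1 and 2 in the Southern and 0 and 2 in the Northern clones, and the 2 genes described as HSP90, JGI_V11_93930 and JGI_V11_128627, did not pass, with 0.11 (0.075, 0.33) and 0.10 (0.087, 0.45). Of 6 antioxidant genes 1 was higher (2 over the list alone) and 2 lower, a peroxiredoxin, JGI_V11_202014, with -0.51 (0.13, 0.0079), and a glutathione transferase, JGI_V11_231546, with -0.37 (0.075, 0.0024), and 1 and 1 passed in each region. Of 3 histone genes 2 were higher, JGI_V11_235966 (H2A) with 0.86 (0.089, 4.4e-06) and the H2B gene JGI_V11_127284, and 1 was lower, in each region too. With 1 sample of the region left out, the Northern calls of the DnaJ protein ended in 11 of 12 fits, of CCT2 and the peroxiredoxin in 10 each, of the lower histone gene in 6, of the higher antioxidant gene, JGI_V11_123298, in 4 and of the H2B gene in 3. The Southern calls of JGI_V11_231546 ended in 9 of 12, of the lower histone gene in 7, of the alpha crystallin in 5 and of the 2 lower globins in 2 each. The 1 cytochrome P450, JGI_V11_47261, was lower (log2 fold change -0.43, standard error 0.095, adjusted p = 0.0037). Of 6 cuticle and chitin genes 1 was higher, the chitinase JGI_V11_224075, also in the Southern clones and 0 in the Northern (limma, 2 at an unadjusted p under 0.05). The 1 gene of oxidative phosphorylation and the citric acid cycle, JGI_V11_114420, did not pass (log2 fold change -0.08, standard error 0.087, adjusted p = 0.56). ABC transporters, vitellogenins and retinol metabolism had no member among the described genes, so nothing can be said of them. Over these and the other lists, 0 genes passed for T*geo (limma, 16 of 144 at an unadjusted p under 0.05), where 20 of 29544 genes passed in all.

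The paper does not analyse the transcriptionally active regions outside gene models. Their probes were ranked here only among those that passed with the same sign in each of the 12 pairs. Of these, the largest increases at 28°C lay on scaffold 67 from 449794 to 450361 (log2 fold change 3.51, standard error 0.27, adjusted p = 1.2e-07, limma) and scaffold 36 from 329584 to 329659 (3.38, 0.46, 9.2e-05). The largest decreases lay on scaffold 109 from 102983 to 103283 (-2.60, 0.41, 4.3e-04) and scaffold 148 from 222377 to 222502 (-2.11, 0.12, 3.4e-09). No gene description is at hand for them.

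By single clone, 436 genes were higher and 424 lower at 28°C in B, 1739 and 2146 in K, 92 and 62 in C and 167 and 176 in E in a model of all 24 samples with an effect of temperature for each clone. In the values of Additional file 1, 236 genes of the copy have a q-value of the paper under 0.05 for temperature, 157 lower and 79 higher, and of these 235 had the same sign here and 221 passed. The fold changes of the copy and those here had r = 0.919 across its genes.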
